# CD44s Induces miR-629-3p Expression in Association with Cisplatin Resistance in Head and Neck Cancer Cells

**DOI:** 10.3390/cancers12040856

**Published:** 2020-04-01

**Authors:** Junichiro Chikuda, Kurataka Otsuka, Iwao Shimomura, Kagenori Ito, Hiroaki Miyazaki, Ryou-u Takahashi, Masahiro Nagasaki, Yoshiki Mukudai, Takahiro Ochiya, Toshikazu Shimane, Tatsuo Shirota, Yusuke Yamamoto

**Keywords:** miR-629-3p, cisplatin resistance, SAS cell, cancer stem cell, apoptosis, migration

## Abstract

Cisplatin (cis-diamminedichloroplatinum II [CDDP] ) is a well-known chemotherapeutic drug that has been used for the treatment of various types of human cancers, including head and neck cancer. Cisplatin exerts anticancer effects by causing DNA damage, replication defects, transcriptional inhibition, cell cycle arrest, and the induction of apoptosis. However, drug resistance is one of the most serious problems with cancer chemotherapy, and it causes expected therapeutic effects to not always be achieved. Here, we analyzed global microRNA (miRNA) expression in CD44 standard form (CD44s)-expressing SAS cells, and we identified miR-629-3p as being responsible for acquiring anticancer drug resistance in head and neck cancer. The introduction of miR-629-3p expression inhibited apoptotic cell death under cisplatin treatment conditions, and it promoted cell migration. Among the computationally predicted target genes of miR-629-3p, we found that a number of gene expressions were suppressed by the transfection with miR-629-3p. Using a xenografting model, we showed that miR-629-3p conferred cisplatin resistance to SAS cells. Clinically, increased miR-629-3p expression tended to be associated with decreased survival in head and neck cancer patients. In conclusion, our data suggest that the increased expression of miR-629-3p provides a mechanism of cisplatin resistance in head and neck cancer and may serve as a therapeutic target to reverse chemotherapy resistance.

## 1. Introduction

Oral cancer is a malignant tumor that is categorized as a type of head and neck cancer. In 2018, more than 150,000 individuals died from oral cancer, and more than 350,000 newly developed this type of cancer [1]. In Japan, the number of patients who develop oral and oropharyngeal cancer in recent years has been steadily increasing. The estimated death toll from the cancer in 2018 was 5500 men and 2400 women [2]. In Japan, oral cancers are the 10th highest incidence in men and the 14th highest incidence in women [2]. Treatment for oral cancer depends on the stage; in the early stages, only surgery or radiation therapy (RT) is given; in advanced stages, a combination of CDDP and RT is used as adjuvant treatment [3,4]. However, in some cases, cancer cells are resistant to CDDP, and chemotherapy does not respond. Clinically, it is an obstacle to anticancer drug treatment; anticancer drug resistance is one of the most severe problems of current cancer chemotherapy [5]. Since the oral cavity has a variety of functions, such as feeding, swallowing, and speech, it has a large influence on daily life when poor clinical outcomes occur, especially in recurrent or advanced oral cancer that arise from the development of drug resistance. Therefore, elucidating the mechanisms of drug resistance is a major topic of current cancer research in clinical practice. Cancer stem cells (CSCs) have a high drug resistance and tumorigenic potential and are thought to be closely involved in recurrence and metastasis [6]. Recent evidence has demonstrated that CSCs in oral cancer express the surface marker CD44, which has been reported to have multiple splicing variants. In addition, the expression levels of specific isoforms correlate with malignancy status [7,8].

MiRNAs are noncoding RNA molecules that are 18–24 nucleotides in length, and they regulate a variety of physiological events, including the following aspects of cancer biology: tumor initiation, drug resistance, and metastasis [9,10,11]. Notably, studies have shown that miRNAs are closely involved in regulating a variety of biological processes, such as apoptosis, cellular growth, metastasis, and chemosensitivity [12,13,14,15,16]. Previous studies have reported that oral cancer cells switch from expressing the CD44 variant form (CD44v) to expressing the standard form (CD44s) during the acquisition of CDDP resistance, which results in epithelial to mesenchymal transition (EMT) induction [17]. In this study, we sought to identify key miRNA molecules that were related to the expression of CD44s and were responsible for drug resistance in oral cancer. We established oral cancer cells overexpressing CD44s and compared the expression of miRNAs in these cells with control cells that express green fluorescent protein (GFP). The resultant miRNA profiling data were compiled into a list of differentially expressed miRNAs in CD44s-expressing oral cancer cells. Among upregulated miRNA candidates, we identified that miR-210-3p, miR-629-3p, and miR-874-3p were significantly associated with CDDP resistance. Based on in vitro and in vivo experiments, our findings link miRNA biology with drug resistance in oral cancer.

## 2. Results

### 2.1. Search for miRNAs Responsible for CDDP Resistance in Head and Neck Cancer

To identify the miRNAs responsible for FP resistance, we previously established SAS/CD44s cells, which expressed CD44s, and used SAS/GFP cells as the control cells (Figure 1A) [17]. As shown in Figure 1B, the morphology of SAS/GFP cells was cobblestone-like, and SAS/CD44s cells exhibited a spindle shape. The CDDP sensitivity of SAS/CD44s cells was clearly lower than that of SAS/GFP cells (Figure 1C). According to principal component analysis (PCA) with global miRNA expression, we found that the expression profiles of SAS/CD44s cells were obviously distinct from those of SAS/GFP cells (Figure 1D). To investigate miRNAs involved in CDDP resistance, differentially expressed miRNAs Fold Chang (FC) ≥ 2, *p* < 0.05) were identified; we found that the expression levels of 14 miRNAs were significantly upregulated, and 12 miRNAs were downregulated in SAS/CD44s cells compared to those of SAS/GFP cells (Figure 1E).

### 2.2. miR-629-3p, miR-210-3p, and miR-874-3p are Involved in CDDP Resistance

To identify miRNAs responsible for CDDP resistance, we focused on the 14 upregulated miRNAs in SAS/CD44s cells. For the functional analysis, we transiently transfected each miRNA into SAS/GFP cells and analyzed cell viability following treatment with or without 20 µM of CDDP, as illustrated in Figure 2A. To identify miRNAs associated with CDDP resistance, we compared the cell viability data with and without CDDP treatment and calculated the fold changes (with CDDP/without CDDP, Figure 2B). Then, we found that miR-210-3p, miR-629-3p, and miR-874-3p remarkably enhanced cell viability under CDDP conditions. The sensitivity of CDDP was tested in miR-210-3p-, miR-629-3P-, or miR-874-3p-transfected SAS/GFP cells, and miR-629-3p transfection exhibited the largest effect (Figure 2C). CDDP concentrations for 50% and 30% survival were as follows: miR-210-3p, 1.14 µM and 3.30 µM; miR-629-3p, 1.59 µM and 4.30 µM; miR-874-3p, 1.29 µM and 3.40 µM; and negative control (NC) miRNA, 0.78 µM and 1.39 µM, respectively (Figure 2C). In addition, we performed caspase 3/7 assays to evaluate the rates of apoptosis. The results showed that miR-629-3p transfection significantly suppressed apoptosis in SAS/GFP cells, although miR-210-3p and miR-874-3p transfection did not decrease apoptosis in SAS/GFP cells (Figure 2D). To further explore the effect of miR-210-3p, miR-629-3p, and miR-874-3p on the migration of SAS/GFP cells, we performed migration assays. All three miRNAs significantly promoted the migration of SAS-GFP cells; in particular, miR-629-3p showed the highest effect (Figure 2E). Although there was no significant difference in Kaplan–Meier survival analysis and the probability of survival was not directly related to drug resistance, we found that a higher expression of miR-629 tended to be associated with poor overall survival (Figure 2F). Furthermore, it was confirmed that higher miR-629 expression was significantly correlated with a worse prognosis in esophageal adenocarcinoma, kidney renal papillary cell carcinoma, liver hepatocellular carcinoma, and pancreatic ductal adenocarcinoma (Figure S1).

### 2.3. Confirmation of miR-629-3p Effects on CDDP Resistance in Other Head and Neck Cancer Cell Lines

Since miR-629-3p, 210-3p and miR-874-3p were confirmed to be involved in CDDP resistance in SAS cells, we tested their function with other head and neck cancer cell lines: HSC-3 cells and HSC-4 cells. Both cell lines had a cobblestone morphology (Figure 3A left and D left), and we examined the sensitivity of HSC-3 cells and HSC-4 cells to CDDP following transfection with miR-210-3p, miR-629-3P, miR-874-3p, or NC (Figure 3A right and D right). As shown in the Figure 3A and D right graphs, it was found that these miRNAs tended to influence the sensitivity to CDDP, although the effects were not identical. Additionally, caspase 3/7 activity was significantly decreased in HSC-3 and HSC-4 cells that were transfected with miR-629-3p (Figure 3B,E). Likewise, we conducted a transwell assay to test the migration of HSC-3 and HSC-4 cells after miRNA transfection. Similar to SAS cells, miR-629-3p and miR-210-3p transfections significantly promoted cell migration in both cell lines (Figure 3C,F). Collectively, these results indicate that miR-629-3p decreases CDDP sensitivity in HSC-3 and HSC-4 cells, and it is involved in the suppression of apoptosis and promotion of migration.

### 2.4. miR-629-3p Influences Multiple Pathways in Head and Neck Cancer Cells

To understand the molecular basis of the phenotypic changes in SAS/GFP cells following miRNA transfection, we performed whole transcriptome profiling of SAS/GFP cells transfected with each miRNA. 

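SAS is an established human tongue squamous cell carcinoma line, and SAS/GFP cells are SAS cells that carry a GFP vector. Cells were transfected with 25 nM of a miR-629-3p, miR-210-3p or miR-874-3p mimic or of a negative control (NC) RNA. The paper gives 24 h from transfection to extraction with an RNeasy kit, while the sample labels give 48 h, a QIAzol and miRNeasy extraction and the name SAS. Each of the 4 groups was represented by 2 arrays, for 8 in all. RNA from each sample (100 ng in the labels) was labelled in 1 colour and hybridised to an Agilent SurePrint G3 Human GE v3 array, and all 8 arrays lay on 1 slide that was scanned at 1 time. The miR-629-3p and miR-210-3p arrays filled slide row 1 and the miR-874-3p and NC arrays row 2. The authors' scanner software gave a background-subtracted signal for each spot, without normalization between arrays. From there, the log2 signal was taken relative to each array's 75th percentile, spots with an outlier flag were left out, and the values of each of the 58201 gene probes were averaged. Probes well above background numbered 28140 and 29008 on the miR-629-3p arrays and 27133 and 27721 on the miR-210-3p arrays. The numbers were 25111 and 27210 on the miR-874-3p arrays and 24559 and 24980 on the NC arrays, so more dim probes were measured with miR-629-3p than with NC. No spot was saturated. A gene was kept if its probe had a value on all 8 arrays and was well above background on both arrays of at least 1 group, and the brightest probe of each gene was used, which left 21283 genes. Replicates differed by at least 2-fold in 378 genes with miR-629-3p, 479 with miR-210-3p, 954 with miR-874-3p and 879 with NC. Groups were compared with limma fitted on all 8 arrays, and the number of arrays limits the precision of every value.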

PCA mapping of whole transcriptome data showed a divergence in cells transfected with each miRNA (Figure 4A). 

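PCA of the tested genes placed 32.5% of the variance on the first component, 23.9% on the second and 16.7% on the third. On the first component the miR-629-3p arrays lay at -54.8 and -55.1, and the other 6 arrays lay between 7.61 and 29.9. The second component set the miR-210-3p arrays, at -44.8 and -45.0, apart from the rest. The miR-874-3p arrays (33.3 and 23.1) and the NC arrays (-34.6 and -36.7) parted on the third component. Euclidean distances between replicates ranged from 47.6 with miR-629-3p to 71.9 with miR-874-3p over the 4 pairs. Distances between arrays of different groups ranged from 80.3 to 100.3 over 24 pairs, so every pair of different groups lay farther apart than any pair of replicates. Among the alternatives chosen beforehand, normexp background correction moved the first component most, to 44.1%. A PCA of only the genes that differed across the 4 groups, chosen after seeing the data, gave 46.3%.

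**Figure D1:**
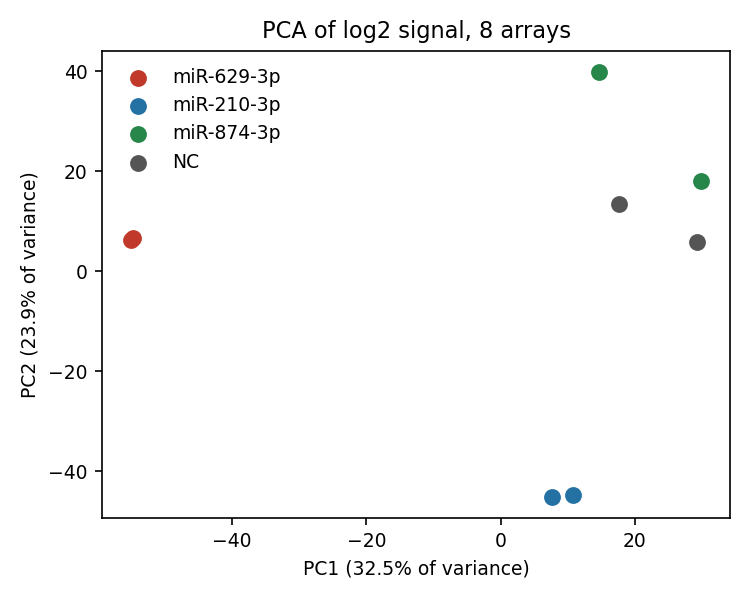
First and second principal components of the log2 signal of the tested genes, in arbitrary units, with 1 point per array and 1 colour per group. The miR-629-3p arrays (red) lie at -54.8 and -55.1 on the first component, away from the other 6 arrays, and the miR-210-3p arrays (blue) lie lowest on the second.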

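The F test of limma across the 4 groups called 5370 genes at an FDR of 0.05 and 770 at an FDR of 0.01, a threshold chosen after seeing the data. Without adjustment, 9145 genes passed the same p threshold of 0.05. For each of the 5370 genes, the group whose mean lay farthest from the mean of the other groups was identified. This group was miR-629-3p for 49.0% of the genes, miR-210-3p for 26.7%, miR-874-3p for 14.5% and NC for 9.80%. The miR-629-3p group had the highest mean of the 4 in 2013 of the genes and the lowest in 1903. The count depended on single arrays. It was 689 without miR-629-3p replicate 1 and 784 without replicate 2, where the remaining array is assumed to vary like the other groups, while with all arrays the ANOVA named in the methods gave 3541.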

From the heatmap of differentially expressed genes (798 genes, False Discovery Rate (FDR) < 0.05), miR-629-3p transfection clearly showed distinct expression patterns (Figure 4B). When directly comparing miR-629-3p-transfected SAS/GFP cells with NC cells, we identified 969 upregulated genes (*p* < 0.05, FC ≥ 2) and 447 downregulated genes (*p* < 0.05, FC ≥ 2, Figure 4C). 

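At the paper's threshold (an unadjusted p under 0.05 and a fold change of at least 2), limma called 770 genes higher and 350 genes lower with miR-629-3p than with NC among the genes tested. After Benjamini-Hochberg adjustment, 566 were higher and 274 lower. The methods' t-test, run on the same values, called 574 genes higher and 255 lower at that threshold and 0 after Benjamini-Hochberg adjustment. Of the 770 higher genes, 413 were well above background on neither NC array. The arrays give only a lower bound for their fold changes, which can lie under 2-fold, and 435 genes were called higher with all signals floored at the dimmest detected one. For genes named here the fold is then given as "at least", with each array of the dim group set to the higher of its dimmest detected signal and the probe's own signal. The gene with the largest fitted change among the higher ones was CAPN8, whose probe lies on chromosome 1 from 223805041 to 223805100 (hg19) in a protein-coding gene. Its log2 signal was 0.65 ± 0.19 (SD, n = 2) with miR-629-3p, while it was not well above background with NC, a difference of at least 11.2-fold (adjusted p = 0.0128, limma). The next was a transcript of no matched gene, ENST00000552958, at least 9.92-fold higher. Among the lower genes, GALNTL6 (chromosome 4, 173961168 to 173961227) was not well above background with miR-629-3p and was at least 15.3-fold lower than with NC (adjusted p = 0.047), where its replicates differed widely (0.27 ± 1.48, SD, n = 2). GALNTL6 was also well above background on neither miR-210-3p array and on only 1 miR-874-3p array, so its decrease was not particular to miR-629-3p. The long non-coding transcripts lnc-TRIM55-1 and lnc-TPSG1-2 were at least 19.4-fold and 18.4-fold lower with miR-629-3p. Both were also not well above background with either of the other two miRNAs and were measured on the NC arrays only. The counts fell to 130 higher and 105 lower with normexp background correction and rose to 1035 higher and 1154 lower with no filter on detection.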

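With miR-210-3p, 424 genes were higher and 245 lower than with NC at the same threshold, and 194 and 126 after Benjamini-Hochberg adjustment. With miR-874-3p, 321 genes were higher and 108 lower, and 36 and 23 after adjustment. The methods' t-test gave 258 and 155 genes for miR-210-3p and 106 and 46 for miR-874-3p, and 0 for each after adjustment. All of these counts share the NC arrays. When miR-629-3p was set directly against miR-210-3p, 1193 genes were called, and against miR-874-3p 1095 genes, while miR-210-3p against miR-874-3p gave 801. Of the genes called with miR-629-3p against NC, 530 (47.3%) were well above background on all 8 arrays, compared with 247 (36.9%) of those called with miR-210-3p and 78 (18.2%) of those called with miR-874-3p. Restricting the test to genes well above background on all 8 arrays gave 308 higher and 234 lower genes with miR-629-3p, 128 and 129 with miR-210-3p, and 61 and 25 with miR-874-3p. The number of called genes, or of called probes where every probe was counted, was largest with miR-629-3p in both directions under every alternative that left out no replicate.

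**Figure D2:**
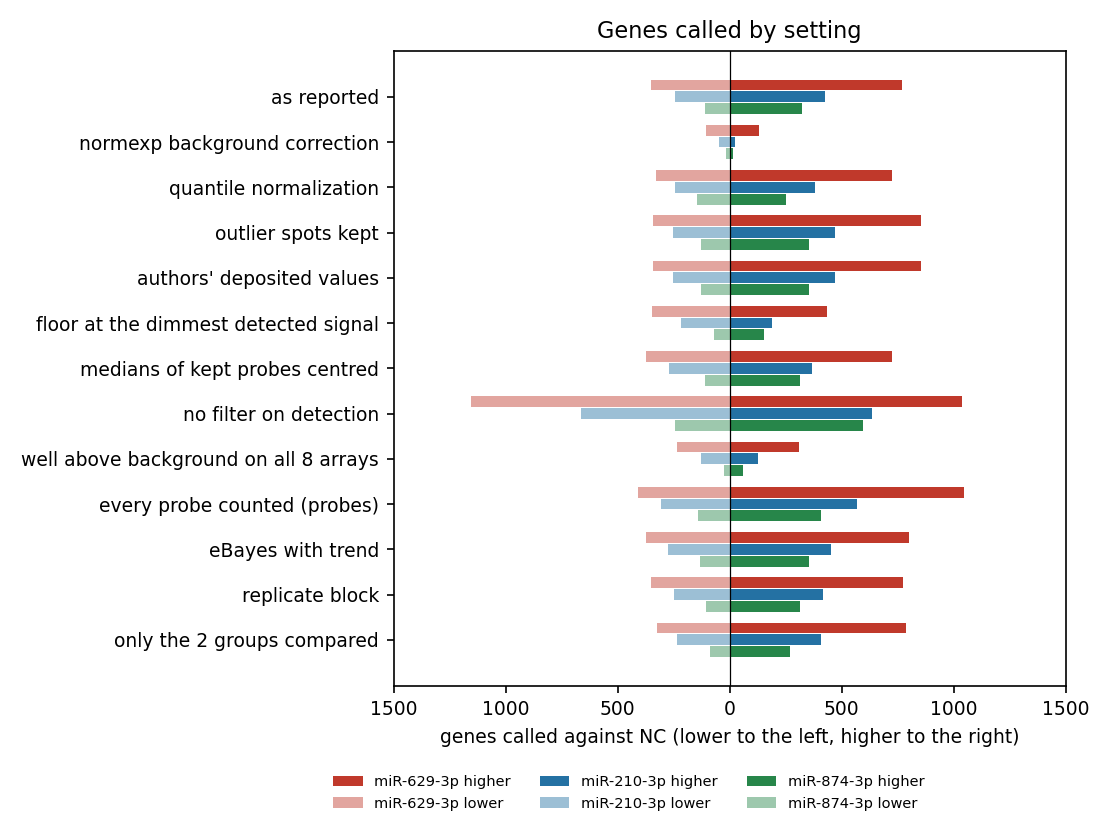
Number of genes called against NC under each limma alternative that left out no replicate, with higher genes to the right of 0 and lower genes to the left, and 1 colour per miRNA. The bars of miR-629-3p (red) are the longest in each setting, and with every probe counted, where the bars count probes and a gene can have several, they stand for 1044 higher and 411 lower probes.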

Compared with miR-210-3p and miR-874-3p transfection, there was a larger number of genes influenced by miR-629-3p transfection (Figure 4D). 

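Commercial pathway software was not used here, and lists of genes for cell migration and angiogenesis were written beforehand from general knowledge. Of 94 genes in the migration list, 82 were tested, and 12 were called higher and 1 lower with miR-629-3p than with NC. Their median log2 fold change was 0.02, close to that of all genes (0.02), while their mean was 0.26. The competitive test camera did not call the list (adjusted p = 0.266 over 15 tests, with an inter-gene correlation of 0.01), whereas fry (adjusted p = 0.00347) and GSEA run with fgsea (NES 2.07, adjusted p = 4.14e-06) called it higher. Camera and fgsea set a list against the other genes, while fry asks only whether the list's own genes moved. With the correlation estimated from the data, camera gave an adjusted p of 0.38. The list's largest increase measured in both groups was that of MMP3, with a log2 fold change of 3.16 (SE 0.45, adjusted p = 0.013, limma), and FGF2 rose by 2.01 (SE 0.20, adjusted p = 0.00614). L1CAM fell by 1.22 on the log2 scale (SE 0.20, adjusted p = 0.0177). The angiogenesis list had 82 tested genes, 11 called higher and 5 lower, with a median of 0.03 and a mean of 0.12. It was called by none of camera (adjusted p = 0.806), fry (0.0613) and fgsea (NES 1.35, adjusted p = 0.113). Within it, ANGPT2 rose by 2.03 (SE 0.11, adjusted p = 0.00141) and ANGPTL4 fell by 3.72 (SE 0.15, adjusted p = 0.000825).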

To scrutinize the phenotype of miR-629-3p-transfected SAS/GFP cells, we performed Ingenuity Pathway Analysis (IPA), which revealed the significant alteration of several molecular functions involved in cell migration (Figure 4E). Additionally, Gene Set Enrichment Analysis (GSEA) revealed the significant enrichment of gene sets for “drug metabolism other enzymes” and “epithelial to mesenchymal transition (EMT)” in miR-629-3p-transfected SAS/GFP cells when compared with NC cells (Figure 4F). In addition, some EMT markers were changed in miR-629-3p-transfected SAS/GFP cells in microarray data (Figure S2). Thus, miR-629-3p influenced a large number of genes that were presumably involved in CDDP sensitivity.

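The KEGG and Hallmark gene sets were not used here, and hand-written lists on the same subjects, fixed beforehand, took their place. The drug metabolism list had 31 tested genes of 51, of which 4 were called higher and 1 lower with miR-629-3p. Its median log2 fold change was 0.17 and 17 of the 31 genes were higher. It was called higher by fry (adjusted p = 0.0315) but not by camera (adjusted p = 0.681) or fgsea (NES 1.32, adjusted p = 0.18). The UDP-glucuronosyltransferase gene UGT2B7 rose by 1.77 (SE 0.10, adjusted p = 0.00174, limma) and UGT2B10 by 1.51 (SE 0.24, adjusted p = 0.0157). CYP3A5 was well above background on both NC arrays and on neither miR-629-3p array (adjusted p = 0.00534). The EMT list had 159 tested genes of 200, of which 17 were called higher and 5 lower. Its median log2 fold change was -0.03, its mean was 0.06 and its mean moderated t was -0.05, so that the mean differed in sign from the median and the tests. Neither camera (adjusted p = 0.862), fry (0.42) nor fgsea (NES -1.28, adjusted p = 0.117) called it. The sign of this NES depended on the setting, and it was 1.14 with the authors' deposited values and 1.26 with every probe counted. MMP3 and FGF2 of the migration list were among its genes that rose most. Of those that fell, IGFBP3 fell by 2.40 (SE 0.17, adjusted p = 0.00303), COL5A1 fell by 1.19 (SE 0.09, adjusted p = 0.00336) and LOX fell by 1.28 (SE 0.27, adjusted p = 0.0324).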

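By the probe used, the markers that the study shows were each well above background on all 8 arrays. TWIST1, whose probe lies on chromosome 7 from 19156462 to 19156521 (hg19), had a log2 signal of -0.05 ± 0.03 (SD, n = 2) with miR-629-3p and -0.45 ± 0.003 (SD, n = 2) with NC, a log2 fold change of 0.41 (SE 0.07, adjusted p = 0.0214, limma). SNAI2 (Slug; chromosome 8, 49830710 to 49830769) had 1.98 ± 0.03 and 1.55 ± 0.05, a change of 0.43 (SE 0.07, adjusted p = 0.0155). TWIST2 (chromosome 2, 239832044 to 239832103) had 3.28 ± 0.08 and 2.92 ± 0.04, a change of 0.36 (SE 0.08, adjusted p = 0.0399). Another TWIST2 probe, well above background on the miR-629-3p and NC arrays, changed by only 0.18 (unadjusted p = 0.152, limma). It changed by 0.34 with miR-210-3p and 0.45 with miR-874-3p. Another TWIST1 probe, well above background on both miR-629-3p arrays but on neither NC array, changed by 0.14 (unadjusted p = 0.286, limma). The mesenchymal marker S100A4 (chromosome 1, 153516198 to 153516257) had 3.96 ± 0.05 and 1.97 ± 0.57, a change of 1.99 (SE 0.47, adjusted p = 0.0433). COL4A1 (chromosome 13, 110802347 to 110802406) had 0.37 ± 0.06 and 1.81 ± 0.10, a change of -1.44 (SE 0.09, adjusted p = 0.00232). E-cadherin (CDH1; chromosome 16, 68869214 to 68869273) had 4.50 ± 0.05 and 4.98 ± 0.06, a change of -0.48 (SE 0.12, adjusted p = 0.0453). Only S100A4 and COL4A1 changed by 2-fold or more. All 6 directions held in each of 21 alternatives. COL4A1 lost its adjusted call in 1 of them, the methods' t-test, while SNAI2 lost it in 5, S100A4 in 8, TWIST1 in 9, and TWIST2 and CDH1 in 12 each. Leaving out arrays accounts for part of these, and with all arrays CDH1 and TWIST2 lost it in 6 of 13.

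**Figure D3:**
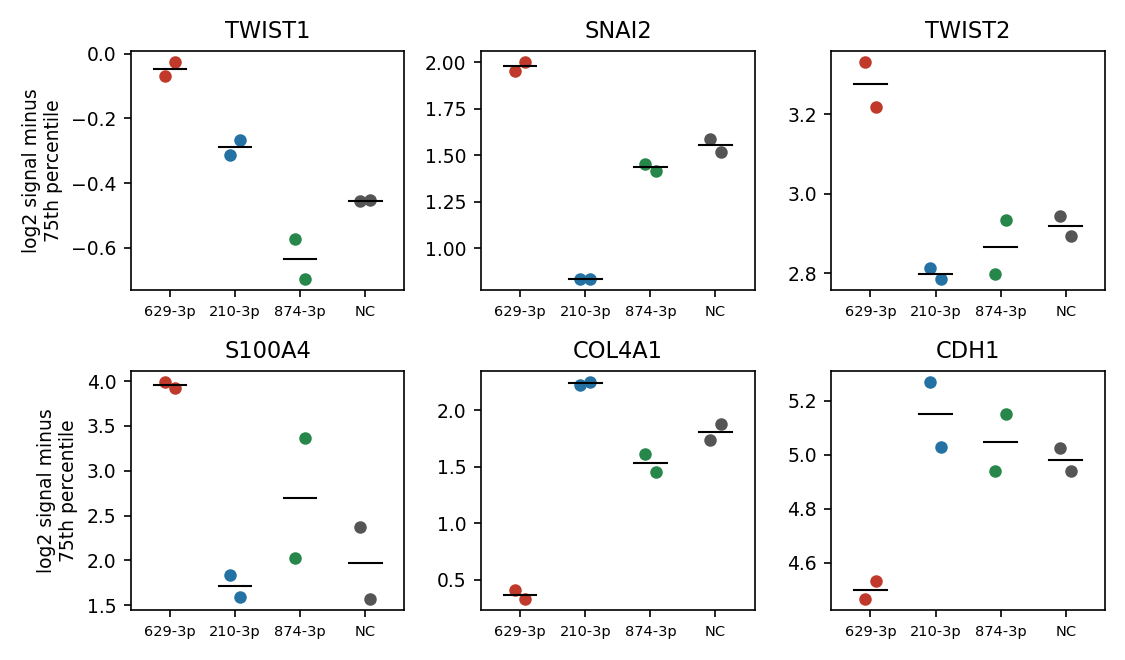
Log2 signal relative to the array's 75th percentile for 6 markers, with 1 point per array, a bar at each group's mean and the groups along the horizontal axis. The vertical axes differ between panels and do not start at 0. The miR-629-3p arrays (red) lie above both NC arrays (grey) for TWIST1, SNAI2, TWIST2 and S100A4 and below them for COL4A1 and CDH1.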

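At any fold change, limma called 3565 genes between miR-629-3p and NC after Benjamini-Hochberg adjustment and 7159 at an unadjusted p under 0.05. Of the genes called at the 2-fold threshold, 362 of the higher and 150 of the lower ones matched a protein-coding gene. Set against the miR-210-3p and miR-874-3p arrays in place of NC, a comparison chosen after seeing the data, 426 (55.3%) of the higher and 187 (53.4%) of the lower genes were called again in the same direction. From these array results, the paper concludes that miR-629-3p influenced many genes, and it proposes that they take part in CDDP sensitivity.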

To identify genes affected by miR-629-3p, we used a public database for miRNA target prediction that combined the data from three algorithms: TargetScan, miRDB, and micro T-CDS (Figure 5A). 

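Predictions of miR-629-3p targets were not remade here. Table S1 of the study lists primers for 34 putative targets, and the study chose these genes partly on the present arrays. Of the 34 genes, 27 passed the filter on detection, 24 of them were lower with miR-629-3p than with NC, and the median log2 fold change was -0.89, compared with -0.04 with miR-210-3p and -0.01 with miR-874-3p. At an unadjusted p under 0.05 and a fold change of at least 1.75, limma called 18 genes lower. The number was also 18 after Benjamini-Hochberg adjustment over all genes tested and 18 adjusted over the list alone. None of these counts, nor the median with miR-629-3p, is independent evidence, because the study chose the list partly on these samples. The largest decreases were those of SLC2A3 (probe on chromosome 12, 8072924 to 8072983, hg19), with a log2 fold change of -1.97 (SE 0.14, adjusted p = 0.00326), and LBH (chromosome 2, 30482471 to 30482530), with -1.58 (SE 0.14, adjusted p = 0.00547). PTP4A1 (chromosome 6, 64291197 to 64291256) fell by 0.92 (SE 0.09, adjusted p = 0.00614), INPP5A (chromosome 10, 134596451 to 134596510) fell by 1.16 (SE 0.20, adjusted p = 0.0191) and FBXO32 fell by 1.15. By the probes used, INPP5A and FBXO32 were also called lower with miR-210-3p, and ZNF710 was called lower with all 3 miRNAs (-1.58, -1.69 and -1.77). Another probe of INPP5A, also well above background, had log2 fold changes of -0.67 with miR-629-3p, which was not called, and 0.10 with miR-210-3p. PTP4A1 had other such probes at -0.99, which was called, and -0.59, which was not. Of the 18 called genes, 14 were called lower against the miR-210-3p and miR-874-3p arrays as well. AFF1, GPATCH2L and ZBTB21 were not lower by the probe used. Another probe of GPATCH2L, also well above background, had log2 fold changes of -2.28 with miR-629-3p, -1.99 with miR-210-3p and -2.21 with miR-874-3p. The remaining 7 genes (ACSM2A, DENND4A, ERBB4, GAS2, MYOCD, SOX11 and TMEM212) were not well above background on any miR-629-3p or NC array and have no fold change here. At this level of signal, the 22301 probes that were well above background on no array read lower with miR-629-3p than with NC by a median log2 difference of -0.75. The number of called genes fell to 7 with normexp background correction and rose to 32 of 34 when any probe of a gene was counted without the filter, an alternative chosen after seeing the data. In all, 531 genes were lower with miR-629-3p by at least 1.75-fold, and 405 after adjustment.

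**Figure D4:**
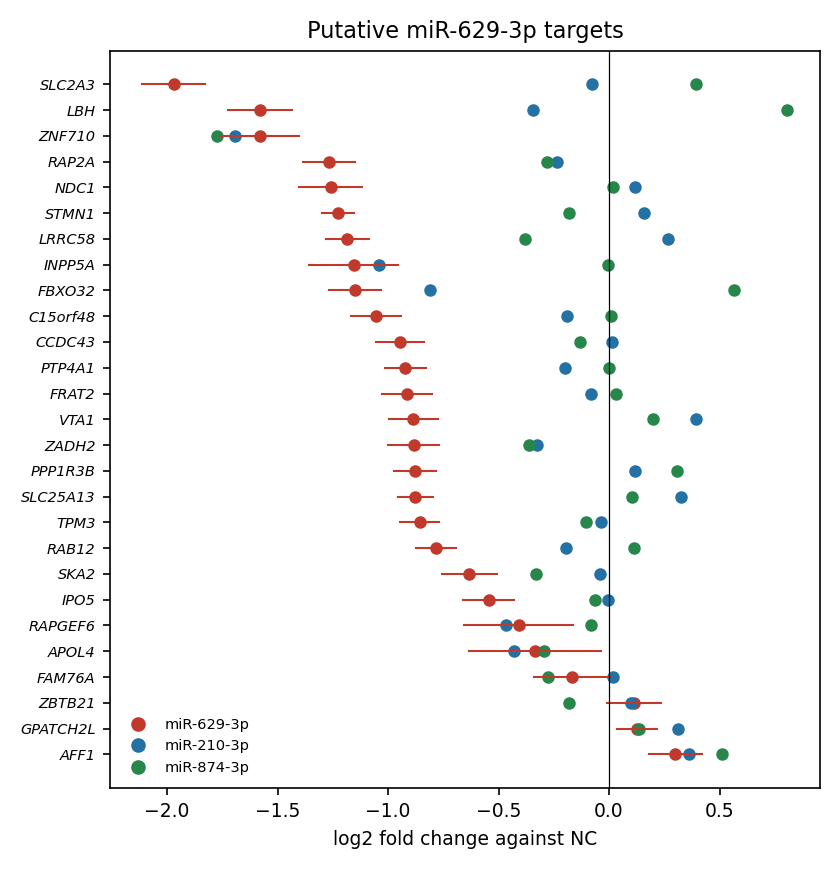
Log2 fold change against NC of the 27 putative miR-629-3p targets that passed the filter, with 1 row per gene and 1 colour per miRNA, each point a difference of group means of 2 arrays and the red lines ± 1 SE for miR-629-3p. The miR-629-3p points run from -1.97 for SLC2A3 to 0.30 for AFF1, and most points of the other two miRNAs lie near 0.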

When combining the in silico data with our microarray data, we reduced the list of miR-629-3p targets to 34 genes that were downregulated in miR-629-3p-transfected SAS/GFP cells (FC ≥ 1.75, *p* < 0.05, Figure 5B). To test the suppression of these genes by miR-629-3p, we performed qRT-PCR for the 34 genes. When the average CT value was more than 35, we excluded them because of insufficient expression levels, and then the rest of the genes were plotted (Figure 5C). This qRT-PCR data revealed that a number of genes might be influenced by the miR-629-3p transfection in SAS cells. Among these 19 genes, the expression levels of 11 genes were significantly decreased in miR-629-3p-transfected SAS cells; the suppression of two cancer-related genes (PTP4A1 and INPP5A) was also confirmed in HCS-3 and HCS-4 cells (Figure S3A,B). Collectively, these data suggested that the differentially expressed genes by miR-629-3p orchestrate and contribute to the malignant phenotype such as drug resistance.

### 2.5. miR-629-3p Exerts a Functional Role in Drug Resistance in Vivo

To investigate the function of miR-629-3p in an in vivo xenograft model, we established stable miR-629-3p-expressing SAS-luc cells and NC SAS-luc cells with the electroporation of miR-629-3p expressing plasmid and negative control plasmid, respectively. The expression level of miR-629-3p was confirmed by qRT-PCR (Figure 6A). The cells were transplanted by injection into both flanks of 5-week-old male BALB/c nude mice (Figure 6B). Mouse weight and tumor size were assessed twice per week by comparing the CDDP administration group with the PBS administration group (Figure 6B,C). As expected, in vivo imaging revealed that the tumor size of NC xenografted mice was generally smaller than that of miR-629-3p-expressing xenografted mice in the CDDP-treated group (Figure 6D,E). Although a significant difference in tumor size was not observed in the PBS-treated group between miR-629-3p-expressing and NC SAS-luc cells, we observed significant changes in the CDDP group (Figure 6F). When the tumors were collected on day 25, the tumor weight in the CDDP group was significantly different when comparing tumors from miR-629-3p-expressing and NC SAS-luc cells (Figure 6G). Downregulations of putative miR-629-3p targeted genes as shown in Figure 5C were examined using the xenografed tumor samples, and many of them tended to decrease in miR-629-3p-expressing SAS cells (Figure S4). Taken together, these findings confirmed that miR-629-3p is involved in the CDDP resistance in SAS cells in vivo.

## 3. Discussion

Although there are several studies showing the relationship between drug resistance and miRNA expression in cancer, the molecular mechanisms by which tumor cells acquire drug resistance are not completely understood in head and neck cancer. In this study, we demonstrated that the expression of 14 miRNAs including miR-629-3p was upregulated in SAS/CD44s cells, which are resistant to CDDP; further, enhanced miR-629-3p expression inhibited apoptotic cell death and promoted cellular migration. Based on bioinformatics approaches, we identified several genes whose expressions were reduced by miR-629-3p. Importantly, miR-629-3p influenced drug sensitivities in several types of oral carcinoma cell lines such as SAS, HSC-3, and HSC-4, and a high expression of miR-629-3p positively correlated with poor survival rate in oral cancer patients, although it was not statistically significant. In addition, the effect of miR-629-3p was confirmed in a xenograft mouse model of oral cancer cells treated with CDDP. Thus, miR-629-3p is a novel miRNA that is responsible for drug resistance in oral carcinomas. 

Although miR-629-3p has been reported as oncogenic miRNAs in various cancers, there are few published studies on the role of miR-629-3p in drug resistance, and the expression level and functional role are unknown. Past studies have demonstrated that the suppression of miR-629 enhances the sensitivity of cervical cancer cells to 1′S-1′-acetoxychavicol acetate by regulating RSU1 [18]. It was also revealed that miR-629-3p-induced surfactant protein C (SFTPC) downregulation promoted cell proliferation and predicted poor survival in lung adenocarcinoma [19]. In addition, it has been previously reported that miR-629-3p may serve as a novel biomarker and potential therapeutic target for lung metastases in triple-negative breast cancer [20]. Our results showed that the upregulation of miR-629-3p enhanced sensitivity toward CDDP by reducing apoptotic cell death and increasing cell migration; this finding indicated that miR-629-3p may also play a role in regulating the response toward anticancer agents.

In addition, we also demonstrated that miR-629-3p regulates CDDP resistance by targeting several genes. Its expression was clearly downregulated in oral cancer cell lines following miR-629-3p transfection. It has been reported to contribute to CDDP resistance in urothelial cancer and 5-fluorouracil (5-FU) resistance in gastric cancer [21,22]. *FBXO32*, which is one of the candidates but not confirmed by qRT-PCR, is known to be related to drug resistance. Tanaka et al. reported that CDDP resistance was caused by EMT through FBXO32 dysregulation [21]. Presumably, this molecular mechanism, at least in part, involved in our experimental model. In this study, we showed that miR-629-3p downregulated a panel of genes that were predicted by computational analysis and microarray data. One limitation of this study is that we could not determine that these downregulated genes were miR-629-3p’s direct targets; one of the reasons is because of the lack of good antibodies for Western blots. Since one miRNA regulates hundreds of target genes, we assume that miR-629-3p orchestrates these gene expressions, leading to drug resistance. Thus, our data indicate that this tumor suppressor miRNA could also play a role in regulating sensitivity toward anticancer agents. Another limitation is that we only examined the function of miR-629-3p by overexpression both in vitro and in vivo. To further investigate the effect of miR-629-3p on drug resistance, silencing miR-629-3p with a specific inhibitor is a great option, which supports demonstrating miR-62p-3p’s role in promoting tumorigenesis and CDDP resistance. In addition, when we consider miR-629-3p as a therapeutic target, the strategy of miRNA silencing is necessary for clinical applications. 

## 4. Materials and Methods

### 4.1. Plasmids and Establishment of Stable Cell Line Expressing miR-629-3p

To generate vectors for the expression of miR-629, stem loops of miR-629 were cloned into the multi-cloning sites of a pCDNA3.1-N-eGFP expression vector (GenScript Japan, Tokyo, Japan), and expression was driven by the CMV promoter. Cells transfected with the empty vector pCDNA3.1 (GenScript) were used as a control. For establishing stable miR-629-3p-expressing SAS-luc cells and NC SAS-luc cells, these plasmids were transfected with electroporation (Nucleofector™ 2b, Lonza, Basel, Switzerland). Using Nucleofector™ 2b, transfected plasmids are frequently integrated into the genome, generating the stable expression of a target gene. To enrich stable cell lines, the transfected cells were selected with G418 at 300 µg/mL. Before using these cells for animal transplantation, the expression level of miR-629-3p was tested by qRT-PCR.

### 4.2. Cell Lines and Cell Culture

Human oral squamous carcinoma cell lines SAS, HSC-3, and HSC-4 cells were used for the cellular experiments in this study. SAS, HSC-3, and HSC-4 cells were obtained from the Japanese Collection of Research Bioresources Cell Bank. SAS cells, HSC-3, and HSC-4 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) (Thermo Fisher SCIENTIFIC, Waltham, MA, USA) supplemented with 10% (v/v) fetal bovine serum (Thermo Fisher SCIENTIFIC, Waltham, MA, USA) and 1% (v/v) Antibiotic-Antimycotic (Thermo Fisher SCIENTIFIC, Waltham, MA, USA). All cells were maintained in a humidified incubator containing 5% CO_2_ at 37 °C. 

### 4.3. miRNA Transfections

For miRNA transfection, we transfected human oral squamous carcinoma cell lines with 25 nM of miR-mimic (Dharmacon, Lafayette, CO, USA) or a negative control (Applied Biosystems, Waltham, MA, USA) using DharmaFECT 1 Transfection Reagent (Dharmacon) according to the manufacturer’s protocol.

### 4.4. Microarray and Bioinformatics

To perform the miRNA microarray, SAS/GFP cells and SAS/CD44s cells were established as previously described, and miRNA was extracted [17]. Microarray analysis (Agilent-046064 Unrestricted_Human_miRNA_V19.0_Microarray, Tokyo, Japan) was performed according to the protocol from Agilent Technologies Inc. To perform the mRNA microarray, mRNA was extracted as follows. First, miRNAs were transfected after seeding the cells and confirming sufficient adhesion. Twenty-four hours after transfection, total RNA and miRNA were extracted from the cells using an RNeasy Mini kit (QIAGEN, Hilden, German). Microarray analysis (Agilent-072363 SurePrint G3 Human GE v3 8x60K Microarray 039494, Tokyo, Japan) was performed as described above. Raw and normalized microarray data are available in the Gene Expression Omnibus database (accession numbers GSE131166 and GSE129875). 

### 4.5. Microarray Analsysis and Bioinformatics

For GSEA, the javaGSEA 3.0 Desktop Application (http://software.broadinstitute.org/gsea/index.jsp) was used. Principal statistics were FDR<0.1, *p* < 0.05 to produce a normalized enrichment score (NES). Activated upstream regulators were considered when the IPA activation z-score value was between two- and four-fold (*p* < 0.001). For IPA, the analysis was performed following the manufacturer’s instructions (https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/).

### 4.6. Quantitative Reverse Transcription PCR (qRT-PCR) 

For total RNA and miRNA extraction, an RNeasy Mini Kit (Qiagen) was used, and for cDNA systhesis, a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) or a TaqMan MicroRNA Reverse Transcript Kit (Applied Biosystems, Waltham, MA, USA) was used based on the manufacturer’s protocol. The synthesized cDNA samples were applied to real-time PCR (a StepOnePlus Real-Time PCR System, Applied Biosystems, Waltham, MA, USA) with SYBR Select Master Mix (Applied Biosystems, Waltham, MA, USA). The primers are listed in Table S1. TaqMan MicroRNA Assays were purchased from Applied Biosystems and used for qRT-PCR analyses of miRNAs (Applied Biosystems). Expression levels of mRNA and miRNA were normalized to those of β-actin or RNU6B, respectively, and the relative expression was calculated using the 2^ΔΔCt^ method.

### 4.7. Cell Proliferation Assay

Cell proliferation was analyzed using a Cell Counting Kit-8 (Dojindo Molecular Technologies, Inc., Tokyo, Japan) as described in the manufacturer’s instructions. In brief, cells were seeded at a density of 5 × 10^3^ cells/well in 96-well plates, and miRNAs were transfected after confirming sufficient adhesion. Each concentration of cisplatin was added 12 h after transfection. After another 48 h, the CCK-8 reagent was incubated with the cells for 2 h, and the absorbance was measured at 450 nm using a microplate reader (MOLECULAR DEVICES, SpectraMax® iD5, San Jose, CA, USA).

### 4.8. Apoptosis Assay

To evaluate apoptotic activity, a luminescent caspase-3/7 activation assay was performed. Oral cancer cells were seeded as described above, and 12 h after miRNA transfection, cisplatin was added at a concentration of 20 μM. After a 48-hour incubation, Caspase-Glo® reagent (Caspase-Glo® 3/7 assay; Promega, Madison, WI, USA) was added and incubated with the cells for 1 h, and then the activity of caspase-3/7 was measured using a microplate reader (MOLECULAR DEVICES, SpectraMax® iD5) according to the manufacturer’s protocol. 

### 4.9. Migration Assay

To evaluate migration ability, migration assays were carried out in transwell chambers with 8-μm pore size (Corning, New York, NY, USA). Then, 48 h after transfection, the cells (5 × 10^4^/well) in 500 μL of DMEM without FBS were added to the upper chamber, while 750 μL of DMEM with 10% FBS (Thermo Fisher SCIENTIFIC, Waltham, MA, USA) was placed in the lower chamber. The chambers were placed in 24-well plates and incubated at 37 °C with 5% CO_2_ for 48 h. After incubation, the cells on the upper surface of the filter were wiped off using a cotton swab. Subsequently, the cells on the lower surface of the filter were fixed and then stained with Diff-Quik (Scientific Products, Harleco, Gibbstown, NJ). The stained cells were computationally counted by Image J software in at least three randomly selected fields per well, and then the mean value was recorded. 

### 4.10. Animal Experiments

All animal experiments were performed in accordance with the protocol of the National Cancer Center Institutional Animal Care and Use Committee (Ethic code: #T17-034). Five-week-old male BALB/C nude mice (Charles River Laboratories, Japan) were used for the xenograft model. A total of 5 × 10^5^ stable miR-629-3p-expressing SAS-luc cells and NC SAS-luc cells (Generated in 4.1) were injected into both flanks (right and left, respectively) of the mice with 100 μL of Matrigel/PBS (50% final concentration) to establish xenograft models. Considering the right/left body difference in mice, for half of the mice, NC SAS-luc cells were injected into the right side, and stable miR-629-3p-expressing SAS-luc cells were injected into the left side; for the other half of the mice, vice versa. Six days after inoculation, each mouse was intraperitoneally administered PBS (*n* = 6 groups) or CDDP at a dose of 5 mg/kg body weight (*n* = 7 groups) once a week for 4 weeks. Mice were monitored carefully, and the size of their tumors was measured using a vernier caliper. Images were analyzed with Living Image software (Caliper Life Sciences, Waltham, MA, USA). Tumors were harvested 4 weeks after inoculation of cancer cells, and tumor weight was measured.

### 4.11. Kaplan–Meier Plot

Kaplan–Meier plots were generated using the Kaplan–Meier plotter website (miRpower for pan-cancer) from a database of public miRNA expression datasets (http://kmplot.com/ analysis). HRs and P-values (log rank P) are shown for each survival analysis.

### 4.12. Statistics

Data are presented as the mean ± s.d. of *n* = 3–4 biological samples analyzed in triplicate. For two-group comparisons, statistical significance was determined by Student’s *t*-test. For multiple comparisons, significant differences in average values were analyzed using one-way ANOVA with Tukey’s HSD or Dunnett’s post hoc test. The limit of statistical significance for all analyses was defined as *p < 0.05.

## 5. Conclusions

Our study indicates that miR-629-3p possesses an oncogenic function related to drug resistance, and consequently, it has an important role in the development of head and neck cancer. Our results provide a strong rationale for the potential use of miR-629-3p as a therapeutic target to reverse chemotherapy resistance in tongue cancers.

## Figures and Tables

**Figure 1:**
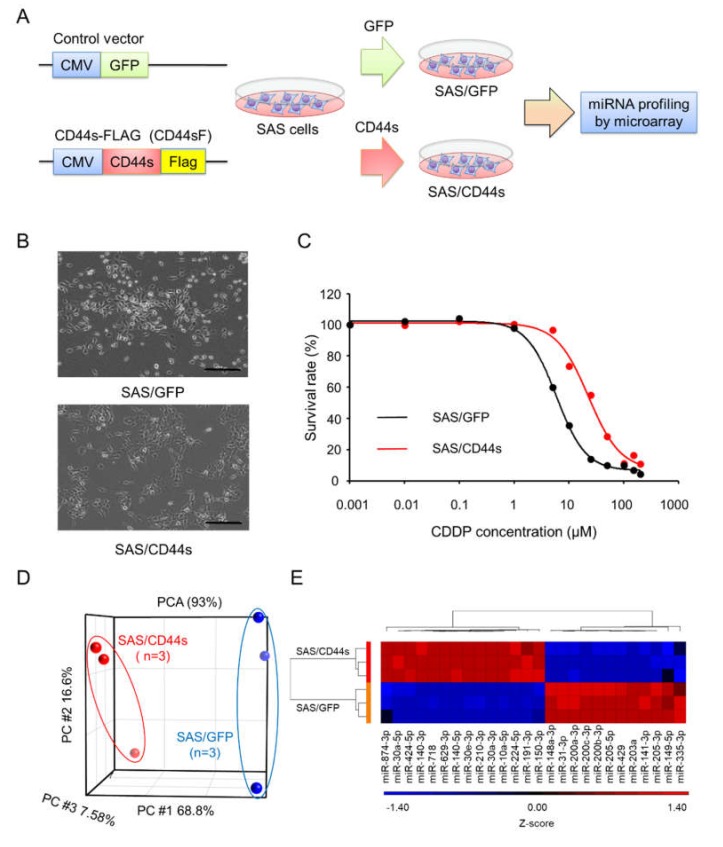
Search for microRNAs (miRNAs) responsible for cisplatin (cis-diamminedichloroplatinum II [CDDP]) resistance in head and neck cancer. (**A**) Overview of the method used to establish the CD44 standard form (CD44s)-expressing or green fluorescent protein (GFP)-expressing SAS derivatives and to perform miRNA profiling. A C-terminal Flag-tagged CD44 expression vector was used to develop CD44s-expressing SAS cells. A GFP-expressing construct was used as a negative control. (**B**) Morphologies of SAS/GFP and SAS/CD44s cells. Scale bar, 500 µm. (**C**) The sensitivity of SAS/GFP and SAS/CD44s cells to CDDP. CDDP sensitivity was determined by MTT assay. (**D**) Principal component analysis (PCA) mapping in SAS/GFP and SAS/CD44s cells. (**E**) Unsupervised clustering with a heatmap focusing on differentially expressed miRNAs in SAS/GFP and SAS/CD44s cells.

**Figure 2:**
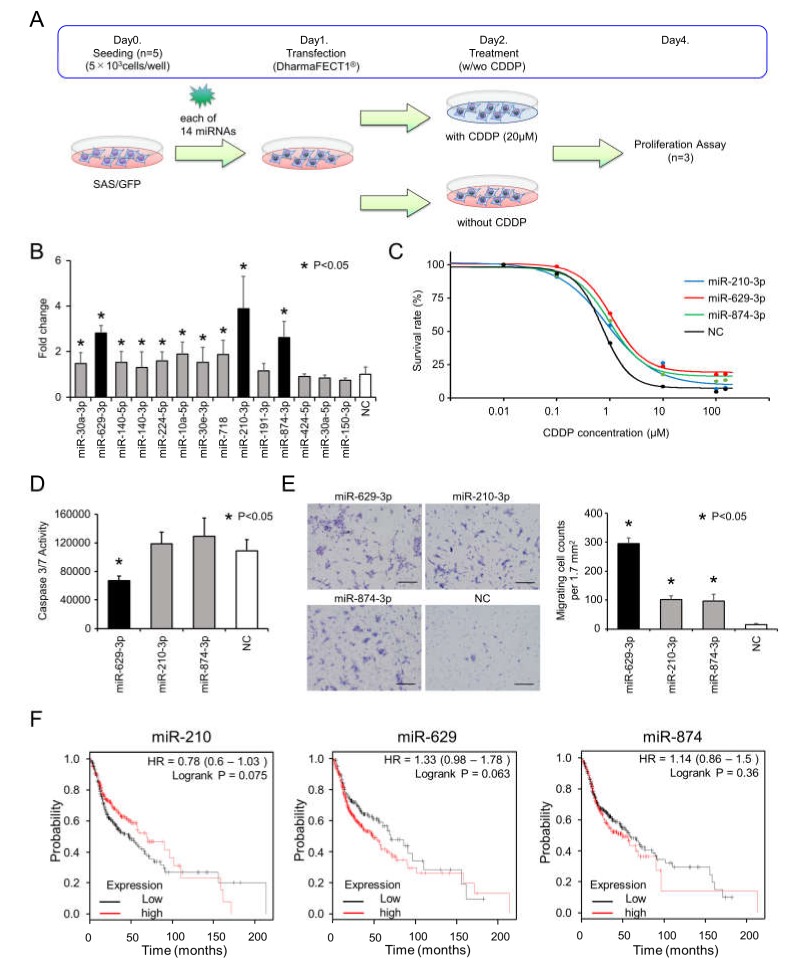
Functional analysis of miR-629-3p, miR-210-3p, and miR-874-3p for CDDP resistance. (**A**) Schematic representation of cell viability analysis with and without cisplatin. After 24 hours, medium was switched to CDDP (20 µM) condition or no CDDP condition, and after another 48 h, the Cell Counting Kit-8 (CCK-8) reagent was reacted for 2 h, and the absorbance was measured at 450 nm in a microtiter plate reader. (**B**) Cell viability of SAS cells transfected with each miRNA. Fold changes of CDDP(+)/CDDP(−) was calculated for each miRNA. Cell viability was normalized to negative control (NC). (**C**) The sensitivity of CDDP in miR-210-3p, miR-629-3p, miR-874-3p, or NC-expressing SAS cells. CDDP sensitivity was determined by MTT assay. (**D**) Caspase 3/7 activity assay of in miR-210-3p, miR-629-3p, miR-874-3p or NC-expressing SAS cells. (**E**) Representative images (left) and relevant quantification (right) of migration assays in in miR-210-3p, miR-629-3p, miR-874-3p, or NC-expressing SAS cells. Scale bar, 100 µm. (**F**) Kaplan–Meier plots of the probabilities of survival in head and neck cancer cases classified according to the expression levels of miR-210, miR-629, and miR-874.

**Figure 3:**
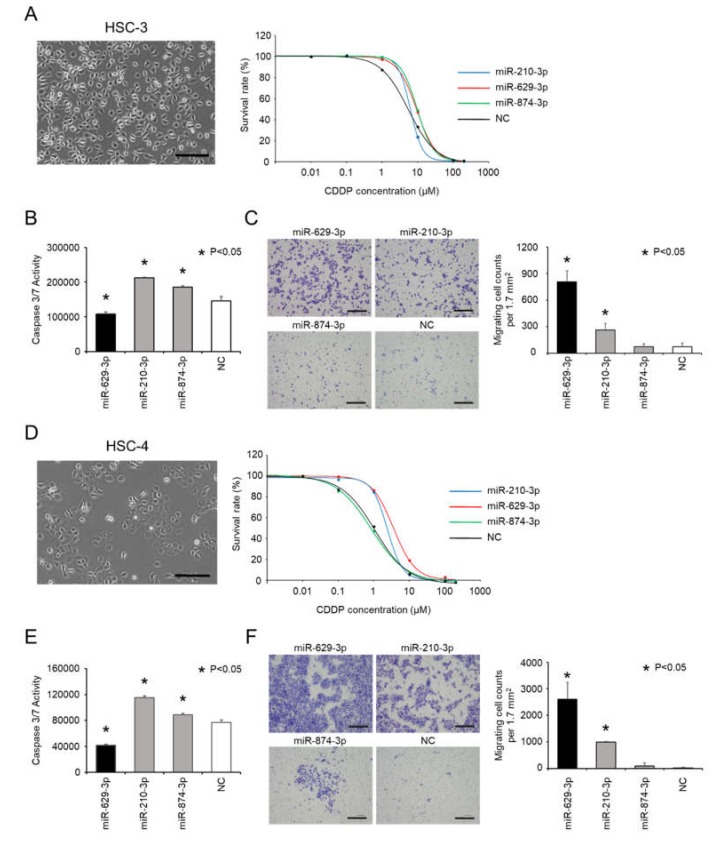
miR-629-3p induces CDDP resistance in several head and neck cancer cell lines. (**A**,**D**) Morphology of HSC-3 cells and HCS-4 (scale bar, 500 µm) and the sensitivity to CDDP in miR-210-3p-, miR-629-3p-, miR-874-3p-, or NC-expressing HCS-3 and HCS-4 cells, respectively. (**B**,**E**) Caspase 3/7 activity assay of miR-210-3p, miR-629-3p, miR-874-3p, or NC-expressing HCS-3 cells and HCS-4 cells, respectively. (**C**,**F**) Representative images (left) and relevant quantification (right) of migration assays in miR-210-3p-, miR-629-3p-, miR-874-3p-, or NC-expressing HCS-3 cells and HCS-4 cells, respectively. Scale bar, 100 µm.

**Figure 4:**
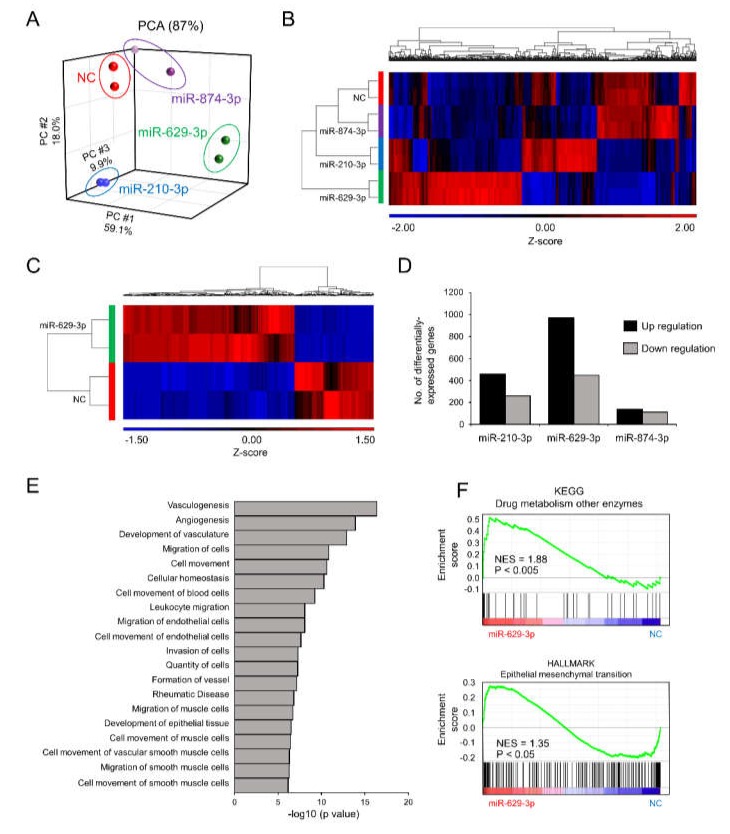
Microarray analysis reveals miR-629-3p functions in head and neck cancer cells. (**A**) PCA mapping of global gene expression of SAS/GFP cells transfected with each miRNA. (**B**) A heatmap analysis focusing on differentially expressed genes (798 genes, FDR < 0.05). (**C**) Differentially expressed genes between miR-629-3p-expressing SAS/GFP and control cells; two-fold or more and *p* < 0.05. (**D**) The number of differentially expressed genes in miR-629-3p-expressing SAS/GFP and control cells; two-fold or more and *p* < 0.05. (**E**) IPA identified canonical pathways. The log10 *p* value was plotted. (**F**) Gene set enrichment analysis (GSEA) comparing miR-629-3p-expressing SAS/GFP and control SAS cells. NES: normalized enrichment score. The *p*-value was calculated by GSEA.

**Figure 5:**
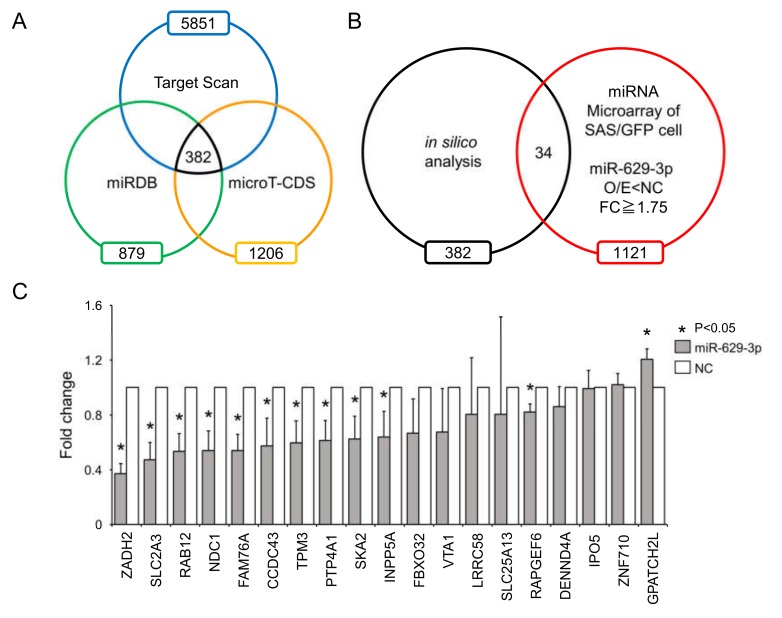
Downregulated genes after miR-629-3p transfection. (**A**) Venn diagram showing three miRNA target prediction algorithms of miR-629-3p (in silico analysis). (**B**) Comparison of in silico analysis with microarray data (downregulated genes in miR-629-3p transfection) for predicting potential miR-629-3p target genes. (**C**) Quantitative RT-PCR analysis of 19 genes in miR-629-3p-expressing SAS/GFP cells. Expression levels were normalized to β-actin, and relative expression was calculated using the comparative CT method.

**Figure 6:**
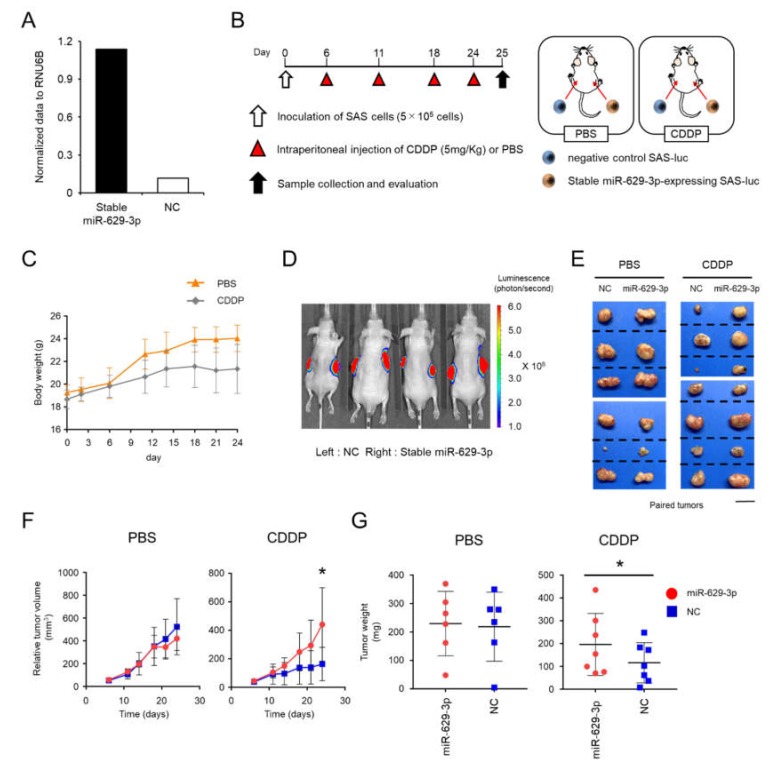
miR-629-3p exerts a functional role in drug resistance in an in vivo xenograft model. (**A**) Stable overexpression of miR-629-3p in SAS-luc cells was used for an in vivo study. A mock vector was transfected as a negative control sample. The expression levels of miR-629-3p were measured by qRT-PCR. The expression levels were normalized with RNU6B. (**B**) Experimental scheme for the in vivo study of miR-629-3p function in CDDP resistance. Stable miR-629-3p-expressing SAS cells and control SAS cells were injected into mouse flanks, respectively. (**C**) Mouse weight during CDDP treatment (CDDP: *n* = 7; PBS: *n* = 6). (**D**) Representative image of bioluminescence reveals SAS-luc cells. Control cells (left) and stable miR-629-expressing SAS cells (right). Images were taken using an in vivo imaging system (IVIS). (**E**) Representative pictures from harvested tumors. The photos showing paired tumors (xenografted tumors of stable miR-629-3p-expressing SAS-luc cells and negative control SAS-luc cells). PBS-treated group: *n* = 6 and CDDP-treated group: *n* = 7. Scale bar: 1 cm. (**F**) Tumor size. Red: stable miR-629-expressing SAS cells. Blue: negative control SAS cells. (G) Tumor size was measured twice per week. The values are the mean ± SD. PBS-treated group: *n* = 6; CDDP-treated group: *n* = 7.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/4/856/s1. Figure S1: Kaplan–Meier plots of the probabilities of survival in cancer types other than head and neck cancer. (**A**) Esophageal adenocarcinoma, (**B**) kidney renal papillary cell carcinoma, (**C**) liver hepatocellular carcinoma, (**D**) pancreatic ductal adenocarcinoma, Figure S2: Quantitative RT-PCR analysis of HSC-3 and HSC-4 cells. (**A**,**B**) Quantitative RT-PCR analysis of two genes in HCS-3 and HCS-4 cells transfected with miR-629-3p. Expression levels were normalized to β-actin, and relative expression was calculated using the comparative CT method, Figure S3: Figure R2 EMT marker expression changes in miR-629-3p transfected SAS cells. EMT regulators, TWIST1, Slug and TWIST2 were upregulated in miR-629-3p transfected SAS cells. Epithelial markers, COL4A1 and E-cadherin were downregulated, and a mesenchymal marker, S100A4 was upregulated in miR-629-3p transfected SAS cells, Figure S4: Downregulation of the putative miR-629-3p targeted genes in xenograft tumors of stable miR-629-3p expressing SAS cells. The expression levels of genes were normalized with β-actin, and the expression levels of negative control tumors set to 1.0. Undetectable genes in tumor samples were excluded from 19 genes. Each *n* = 6. Table S1: Primer sequences for quantitative RT-PCR.

# Supplementary material for: CD44s Induces miR-629-3p Expression in Association with Cisplatin Resistance in Head and Neck Cancer Cells
**Source:** Cancers (Basel). 2020 Apr 1;12(4):856. doi: 10.3390/cancers12040856
**Supplement:** Supplementary file 1

Supplementary Materials

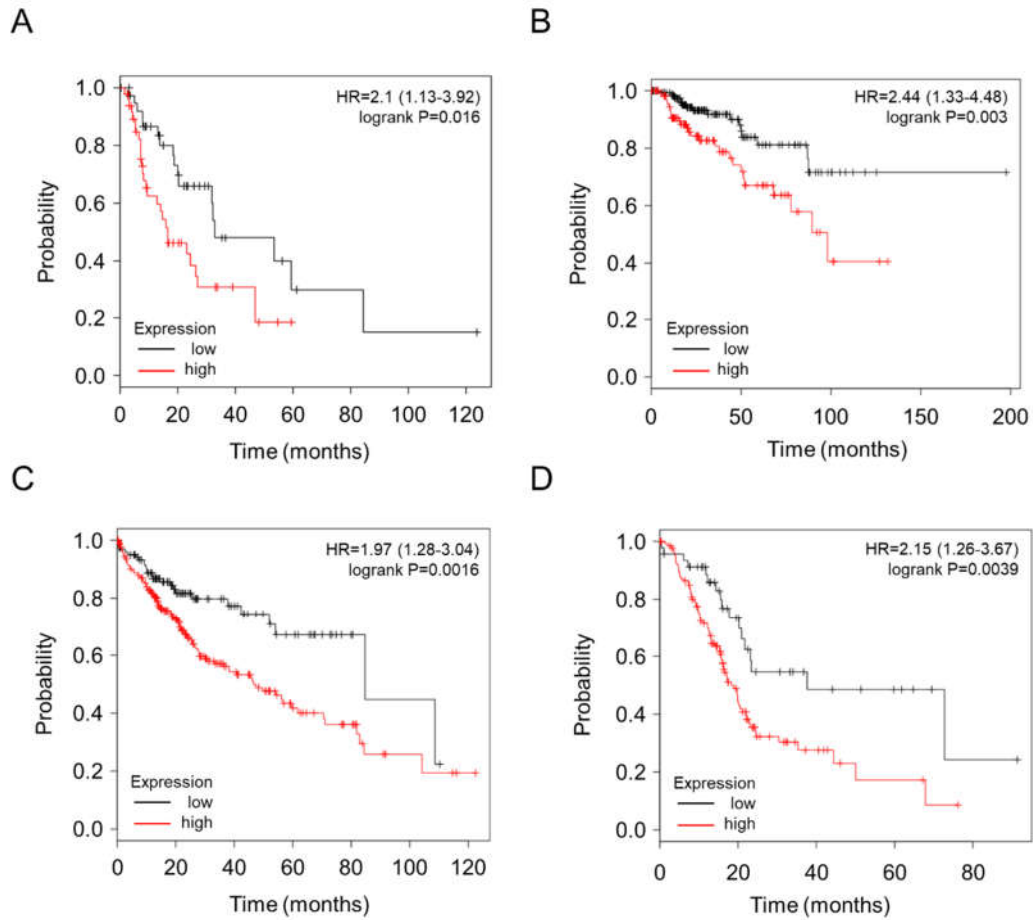

**Figure S1: Kaplan-Meier plots of the probabilities of survival in cancer types other than head and neck cancer.** (A) Esophageal adenocarcinoma (B) kidney renal papillary cell carcinoma (C) liver hepatocellular carcinoma (D) pancreatic ductal adenocarcinoma.

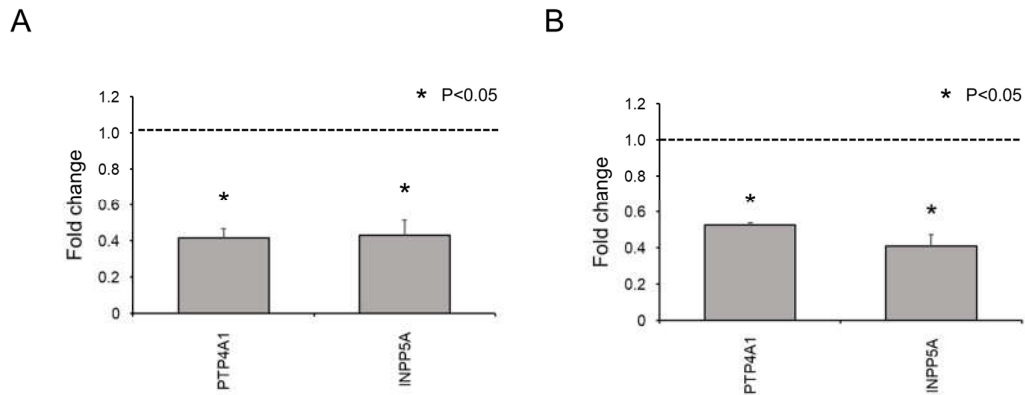

**Figure S2: Quantitative RT-PCR analysis of HSC-3 and HSC-4 cells.** (A, B) Quantitative RT-PCR analysis of 2 genes in HSC-3 and HSC-4 cells transfected with miR-629-3p. Expression levels were normalized to  $\beta$ -actin, and relative expression was calculated using the comparative CT method.

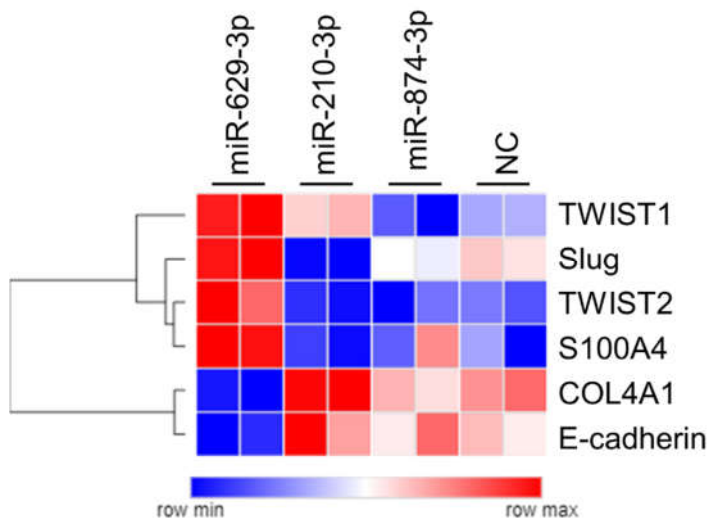

**Figure S3: Figure R2 EMT marker expression changes in miR-629-3p transfected SAS cells.** EMT regulators, TWIST1, Slug and TWIST2 were upregulated in miR-629-3p transfected SAS cells. Epithelial markers, COL4A1 and E-cadherin were downregulated, and a mesenchymal marker, S100A4 was upregulated in miR-629-3p transfected SAS cells.

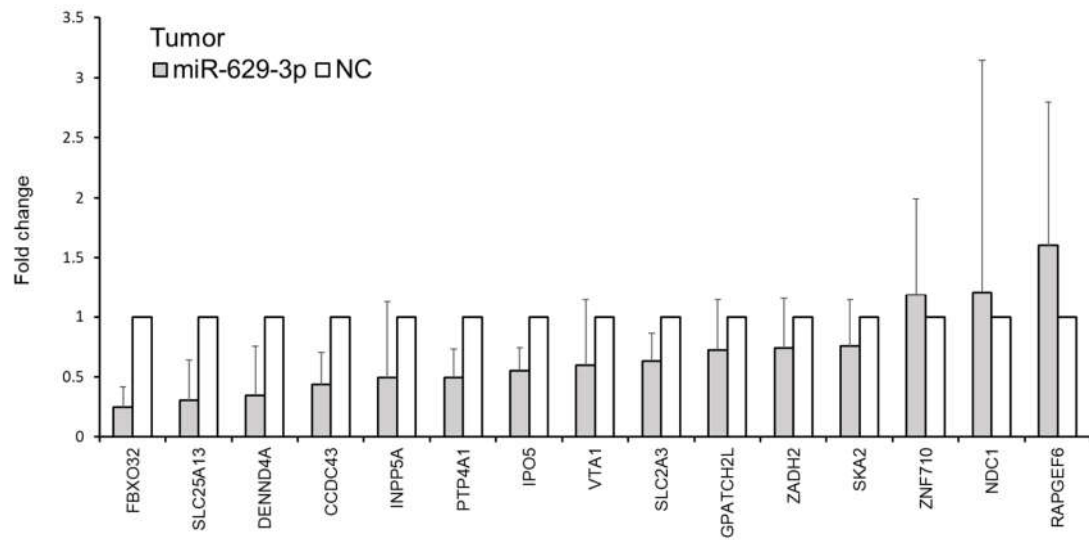

**Figure S4: Downregulation of the putative miR-629-3p targeted genes in xenograft tumors of stable miR-629-3p expressing SAS cells.** The expression levels of genes were normalized with  $\beta$ -actin, and the expression levels of negative control tumors set to 1.0. Undetectable genes in tumor samples were excluded from 19 genes. Each n = 6.

**Table S1.** Primer sequences for quantitative RT-PCR.

| Primer name | Nucleotide sequence (5' - 3') / TaqMan Assay ID |
|-------------|-------------------------------------------------|
| SLC2A3 Fw   | accggcttcctcattacctt                            |
| SLC2A3 Rv   | aggctcgatgctgttcattct                           |
| LBH Fw      | atctgagatcgccaagatg                             |
| LBH Rv      | cttctgtgggtccaccact                             |
| PTP4A1 Fw   | ccagctcctgtggaagtcac                            |
| PTP4A1 Rv   | aaggccaatcaagaacatgg                            |
| APOL4 Fw    | actagcgatgaagcctggaa                            |
| APOL4 Rv    | agcctctgtggacctttca                             |
| GPATCH2L Fw | ggaagcgtcgttctgacttc                            |
| GPATCH2L Rv | ggtgtcgtttggctaccatt                            |
| ZNF710 Fw   | tacaacctggtgacgcacat                            |
| ZNF710 Rv   | cagctgtagggttgacctc                             |

|             |                       |
|-------------|-----------------------|
| IPO5 Fw     | tgcctcttcctggagtgt    |
| IPO5 Rv     | tgcaacttgcaaaagaatgc  |
| MYOCD Fw    | ctcggcttccttgaacaag   |
| MYOCD Rv    | ctcccagagaatccatcca   |
| RAP2A Fw    | gagcttcaggacatcaagc   |
| RAP2A Rv    | ctgcctcacaatttctgcaa  |
| NDC1 Fw     | tgttctctgttaaccacca   |
| NDC1 Rv     | ttggctgaggctgaaaactt  |
| STMN1 Fw    | aaggatcttccctggagga   |
| STMN1 Rv    | tgtgcctctcggttctctt   |
| LRRC58 Fw   | gctgcacggaccattaagat  |
| LRRC58 Rv   | ggaagtggagctgtgagagg  |
| INPP5A Fw   | ttgcagactgtgcctttgac  |
| INPP5A Rv   | aaaccttctcgaatcgctga  |
| FBXO32 Fw   | tcacagctcacatccctgag  |
| FBXO32 Rv   | agacttgccgactctttgga  |
| RAPGEF6 Fw  | ccatcaggaagaagggacaa  |
| RAPGEF6 Rv  | tgaggagatgcaggaggact  |
| ERBB4 Fw    | tttcgggagtttgagaatgg  |
| ERBB4 Rv    | gaaactgtttgccccctgta  |
| C15orf48 Fw | agcctcatcttctgctgtgt  |
| C15orf48 Rv | tggtcacccttggacattt   |
| DENND4A Fw  | gtcagggctctgaaaacagc  |
| DENND4A Rv  | tgcatattcaaaaagcactcg |
| RAB12 Fw    | atttgccgaaatggatgaag  |
| RAB12 Rv    | tggcacttgcttcacagaac  |
| TMEM212 Fw  | aagccttggttcacaggatg  |
| TMEM212 Rv  | ccaggagagcagattccaag  |
| AFF1 Fw     | tagtgtccaccaccagtcca  |
| AFF1 Rv     | gtggtctccgtcagctcttc  |
| CCDC43 Fw   | aagagaagctggacgctctg  |
| CCDC43 Rv   | ggcaatggcctgtacttcat  |
| FAM76A Fw   | cgcccaaacctgtcagtat   |
| FAM76A Rv   | tcttctgaaggacccgtttg  |
| ACSM2A Fw   | cggggaatcaaagatgaaga  |
| ACSM2A Rv   | acaaatgccttcaccacctc  |

|             |                      |
|-------------|----------------------|
| SOX11 Fw    | tgatgttcgacctgagcttg |
| SOX11 Rv    | tagtcggggaactcgaagtg |
| FRAT2 Fw    | gctctcgggaaacctcatc  |
| FRAT2 Rv    | tcagagcaaggagcctgag  |
| ZBTB21 Fw   | gctggcttgaagagaccac  |
| ZBTB21 Rv   | tggtatccatcgacaatga  |
| VTA1 Fw     | gcaatgcagactggaatgaa |
| VTA1 Rv     | ttttgtgaaatcgtccagca |
| ZADH2 Fw    | agggcttctcctgaacctat |
| ZADH2 Rv    | ttgacagcacggaatatgga |
| PPP1R3B Fw  | gggtcagacaggacacgtt  |
| PPP1R3B Rv  | cttcggaactggtcaaagga |
| GAS2 Fw     | aagatcccatgcaaaaccag |
| GAS2 Rv     | ggccaagctctagcagacag |
| SLC25A13 Fw | tgcaagcattgagaaaaacg |
| SLC25A13 Rv | ttctccttgccagctttgt  |
| SKA2 Fw     | ccgctttaaaccagttgctg |
| SKA2 Rv     | ctctgccgcagttttctctt |
| TPM3 Fw     | cctgcaaaagctggaagaag |
| TPM3 Rv     | tctgccttcttgcaatgtg  |
| hsa-miR-629 | Assay ID : 001562    |
| RNU6B       | Assay ID : 001093    |

How the deposited data were processed for this re-analysis (not part of the article)

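Whole-transcriptome arrays of SAS/GFP cells transfected with miR-629-3p, miR-210-3p, miR-874-3p or NC were analysed, with 2 arrays in each of 4 groups. The conditions and replicate numbers came from the sample labels and the paper. The paper and the labels differ on the time to extraction (24 h and 48 h), the extraction kit and the name of the cells. The miRNA arrays of SAS/CD44s cells, the qRT-PCR, the cell assays, the xenografts and the survival data were not analysed here.

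For each array, the authors deposited the output of Agilent Feature Extraction. Its intensity values are the spot's processed signal (background-subtracted and spatially detrended by the authors' scanner software, with substitutes for the lowest signals), the mean pixel intensity, the local background, and flags for outliers, saturation and signal well above background. These intensities were not normalized between arrays. The authors also deposited a table of log2 values for the same arrays, whose scale the text does not state. Set against the scanner values, each array of it was log2 signal minus about the 75th percentile, since after a constant offset of -0.05 to 0.004 for the array all probes lay within 0.05 (log2) of the scanner-derived values. This table served as an alternative. Replicate arrays were not pooled.

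From the processed signal, log2 was taken after division by each array's 75th percentile over all gene probes. Control spots and spots flagged as non-uniform or population outliers (87 to 346 of 60901 spots per array) were left out, and spots of a probe were averaged as log2. A probe was kept if it had a value on all 8 arrays and was well above background on both arrays of at least 1 group. Where several probes carried the same gene name, the one with the highest mean was used, which left 21283 of 43317 names. Of these, 15358 matched the table of RefSeq genes of GRCh38.p14 by name or accession, which was used for gene types only. Probe coordinates are those of the array's own annotation on hg19. The 42.2% to 49.8% of probes well above background set the range over which the arrays measure, and no spot was saturated. A probe not well above background on every array of a group has only a bound there, as given beside the genes concerned.

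Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3 on all 8 arrays, without covariates, with 4 residual and 1.68 prior degrees of freedom. All standard errors and adjusted p-values are from limma with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an unadjusted p under 0.05 and a fold change of at least 2, as in the paper, and at least 1.75 for the putative targets. The paper names Student's t-test for pairs of groups and ANOVA for several groups for the whole paper, and its text does not name the test behind the array counts. The methods' t-test and ANOVA were run as alternatives. Hand-written lists of genes (EMT, drug metabolism, migration, angiogenesis, interferon response, and reported targets of miR-210-3p and miR-874-3p) were fixed beforehand. The first 5 were tested with camera, fry and fgsea 1.28.0 against the 3 miRNAs, 15 tests per method. The genes named in the text are those the paper names in connection with these arrays, the 5 with the largest fitted change in each direction for each miRNA among genes at an FDR of 0.05 with both arrays beyond both NC arrays, and the 2 lists of reported targets. The leading genes of the lists in the text were chosen after their values were seen.

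The alternatives fixed before the data were examined were normexp background correction with an offset of 50, quantile normalization, centring on the median of kept probes, the authors' deposited values, outlier spots kept, a floor at the dimmest detected signal, no filter on detection, detection on all 8 arrays, every probe counted, only the 2 groups compared, eBayes with trend, the replicate number as a block, the methods' t-test and ANOVA, other set tests, genes scaled to unit variance in the PCA, and each array left out in turn. A block for the slide was not run because the arrays lie on 1 slide. A planned test of seed sites in 3′ UTRs was not run because transcripts were not used here, and sites in the probe sequences were tested in its place.

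The fit was tested on simulated data for the comparison of miR-629-3p with NC, in which 200 of 21283 genes were changed. The changes were 2-fold or 4-fold in either direction. It recovered 70.0% of them at an FDR of 0.05 with 4 false calls (82.5% of the 4-fold and 56.7% of the 2-fold changes). At an unadjusted p under 0.05 and 2-fold it recovered 73.0% with 119 false calls, while the methods' t-test recovered 66.5% with 46 false calls. The simulated 2-fold changes lie on this fold threshold, so many miss it under any test, and these 2 percentages do not measure sensitivity.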

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

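The tests of slide row and of array noise on these genes, and that of the detection limit, were chosen after the result was seen. A first comparison for array noise set the mean number of probes over the pairs of arrays of one group (56.5) against the highest number in a pair of different groups (64). It did not take the slide row into account and was replaced by the tests given here after its outcome was known.

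Genes that the paper does not discuss were well above background on both arrays of a single miRNA group and on no other array. There were 378 such genes with miR-629-3p, 96 with miR-210-3p and 79 with miR-874-3p, and 33 with NC. They stood out because their signal appears with a miRNA and not in the control arrays. Of the 378, 131 (34.7%) matched a protein-coding gene.

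Part of the pattern with miR-629-3p may come from the detection limit. The limit of the NC arrays was taken as the dimmest signal detected on each, averaged over both (a log2 signal of -2.83). Only 41.3% of the 378 genes (156) had a miR-629-3p mean above it, so the others lay at a level below what the NC arrays detect. This limit is a lenient one, since a brighter probe can also go undetected. ACVR1B, with an NC mean of -2.65, was well above background on neither NC array. With miR-210-3p the number above this limit was 57 of 96 (59.4%), and with miR-874-3p it was 78 of 79 (98.7%). The miR-629-3p genes above the limit stay open, and 24 of them lay at least 2-fold above it. Those just above it may still be too dim for the NC arrays.

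Noise of single arrays was tested on probes well above background on exactly 2 arrays and at least 2-fold brighter there than on any other array. Arrays that failed independently would share at most 8.01 such probes, and the pairs of arrays of one group shared 35 to 82, which argues against independent noise.

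The arrays of a group also lie in one row of the slide. In row 1 (miR-629-3p and miR-210-3p), pairs of arrays of different groups shared a mean of 14.25 such probes (11 to 17), fewer than the lowest pair of one group there (35), which argues against the row as the whole cause. In row 2 (miR-874-3p and NC), pairs of different groups shared a mean of 47.25 (29 to 64), as many as the pairs of one group (44 and 65), and pairs across rows shared 3 to 14. The slide row could therefore account for the pattern with miR-874-3p. That miR-629-3p turns on genes that are silent in the other groups stays open as a hypothesis for part of the 378 genes, and was not tested further.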

How the results depend on the processing

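Restricting the PCA to the genes called across the groups, an FDR of 0.01 for the F test, taking the miR-210-3p and miR-874-3p arrays in place of NC, counting any probe of a target without the filter, and seed sites in probes were chosen after the data were seen. The other settings were fixed before.

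The counts against NC varied with how dim probes were treated, while the F-test count fell most when a miR-629-3p or miR-210-3p array was left out. The cause was not tested beyond the settings' own construction, in which normexp and the floor shrink differences near background and the filters change which genes are tested. With normexp, miR-629-3p had 130 higher and 105 lower genes (main 770 and 350), miR-210-3p 25 and 47 (424 and 245) and miR-874-3p 14 and 18 (321 and 108), 178 genes were lower by 1.75-fold with miR-629-3p (531), 7 targets were called (18), the first component held 44.1% (32.5%), and the genes 2-fold apart between replicates numbered 36, 38, 115 and 100 for miR-629-3p, miR-210-3p, miR-874-3p and NC. With the floor, the higher genes numbered 435, 187 and 152 for the 3 miRNAs in that order, the lower genes with miR-874-3p 70, and the genes 2-fold apart between replicates 289, 607 and 431 for miR-210-3p, miR-874-3p and NC. With no filter on detection, the higher genes with miR-874-3p numbered 596, the lower genes 1154, 663 and 245, those lower by 1.75-fold 3310, those 2-fold apart between replicates 4439, 4080, 4642 and 3856, and the first component held 26.9%. With detection on all 8 arrays, the higher genes numbered 308, 128 and 61, the lower genes with miR-210-3p 129 and with miR-874-3p 25, those 2-fold apart between replicates 83, 79, 281 and 211, and the first component held 42.6%.

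The methods' t-test gave 258 higher and 155 lower genes with miR-210-3p and 106 and 46 with miR-874-3p, and ANOVA 3541 genes across the groups (5370 in limma). The PCA of genes called across the groups gave 46.3%, any probe of a target without the filter 32 called targets, and an FDR of 0.01 in the F test 770 genes. With the other two miRNAs in place of NC, 567 genes were higher and 417 lower with miR-629-3p, within 1.5 times of the main counts.

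The share of higher genes among those called changed by more than 10 percentage points under the settings that follow. It was 68.8% with miR-629-3p, 63.4% with miR-210-3p and 74.8% with miR-874-3p. It fell to 55.3%, 34.7% and 43.8% with normexp. With the floor it was 55.8% and 46.5% for miR-629-3p and miR-210-3p, with no filter 47.3% and 48.9%, and with detection on all 8 arrays 56.8% and 49.8%. Quantile normalization gave 63.6% for miR-874-3p. Leaving out NC replicate 2 gave 51.5% for miR-210-3p and 55.5% for miR-874-3p, and leaving out NC replicate 1 gave 62.0% for miR-874-3p. With no filter the median of all genes tested moved to -0.17 with miR-629-3p and -0.11 with miR-210-3p.

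For the lists with miR-629-3p the values are adjusted p. The migration list (camera 0.266) was called with fry (0.00347), fgsea (4.14e-06) and camera with no filter (0.00129), and its adjusted p ran up to 0.456 with every probe counted. The drug metabolism list (0.681) was called with fry (0.0315) and with no filter (0.0365), and ran up to 0.885. The EMT list (0.862) turned to higher only with no filter (0.328). Its NES (-1.28) turned positive with outlier spots kept (1.14), the authors' values (1.14), every probe counted (1.26) and only the 2 groups compared (1.14), and ranged from -1.30 to 1.23 with arrays left out, being positive without either miR-874-3p array (1.21) and without either NC array (1.23 and 1.19). With no filter fgsea gave no value for it. The angiogenesis list was called in no setting. The interferon list, which camera did not call (0.992), had no stable direction, and turned to higher with every probe counted (0.906), the floor (0.926), medians centred (0.969), normexp (0.799), only the 2 groups compared (0.805), detection on all 8 arrays (0.981) and no filter, where it was called (0.0348), and its adjusted p with arrays left out ran from 0.857 to 0.978.

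The correlation across genes of the miR-629-3p and miR-210-3p effects (0.443) was 0.249 with normexp, 0.249 with detection on all 8 arrays, 0.356 with the floor, 0.547 with outlier spots kept, 0.547 with the authors' values and 0.610 with no filter, and 0.405 to 0.554 with arrays left out.

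With each array left out in turn, the lone array of a group being assumed to vary like the others, the F-test count ran from 689 without miR-629-3p replicate 1 to 6569 without miR-874-3p replicate 2, and was 784 without miR-629-3p replicate 2, 1235 and 1346 without either miR-210-3p array and 3369 without NC replicate 2. Higher genes ran from 712 to 911 with miR-629-3p and from 294 to 501 with miR-874-3p, the latter without miR-874-3p replicate 2. Lower genes ran from 214 to 430 with miR-210-3p and from 94 to 268 with miR-874-3p, both highest without NC replicate 2. Lower genes with miR-629-3p ran from 326 to 522. The first component ran from 28.9% to 37.8%, and called targets from 17 to 19.

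The replicate number was also fitted as a block. The deviations of same-numbered arrays correlated at -0.11 to 0.03 over the 6 pairs of groups, so the numbers do not pair the samples. With the block, miR-629-3p had 773 higher and 350 lower genes, miR-210-3p 416 and 249, miR-874-3p 314 and 104, 18 targets were called, and the F-test count was 2598. None of the lists changed its call (adjusted p = 0.738 for EMT, 0.733 for drug metabolism, 0.738 for angiogenesis and 0.326 for migration).

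Single genes mostly kept their direction. With every probe counted, taking the probe that went farthest against each gene's direction, GPATCH2L (-2.28), AFF1 (-0.11), ZBTB21 (-0.91), CD44 (0.051) and RSU1 (0.37) turned with miR-629-3p, and E2F3 (-0.58), MNT (0.61) and P4HB (-0.022) with miR-210-3p. With arrays left out, the ranges of genes that turned were -0.031 to 0.26 for ZBTB21, -0.40 to 0.068 for FAM76A and -0.033 to 0.44 for SFTPC with miR-629-3p, -0.057 to 0.22 for COX10, -0.050 to 0.19 for P4HB and -0.019 to 0.45 for ACVR1B with miR-210-3p, and -0.66 to 0.69 for AQP3 with miR-874-3p. Among the genes named in the text, 64 adjusted calls against NC were lost with the methods' t-test. With only the 2 groups compared 22 were lost, with no filter 16 and with the replicate block 12, and other settings with all arrays lost fewer. Calls were also lost with each array left out, where 1 group keeps 1 array, and fewest without a miR-874-3p array. Signal over background limits the folds, since 413 of the 770 genes higher with miR-629-3p were well above background on neither NC array. Quantile normalization and eBayes with trend moved no count by more than 1.5 times.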

Differences from the paper's values

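The paper gives 798 genes that differ across the 4 groups, and limma gave 5370. Of the alternatives fixed before the data were examined, only those without a miR-629-3p array fell within 1.5 times of the paper's value, with 689 without replicate 1 and 784 without replicate 2. The others ran from 1235 without miR-210-3p replicate 1 to 7951 with no filter on detection. At an FDR of 0.01 in place of 0.05, a threshold chosen after seeing the values, 770 genes were called with all arrays.

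The paper lists 34 putative targets as lower by at least 1.75-fold, and 18 were called. With no filter on detection and with every probe counted, 24 were called, within 1.5 times of the paper's number. Counting any probe of each gene without the filter, chosen after seeing the values, called 32. The other alternatives fixed before the data were examined ran from 7 with normexp to 19 with medians of kept probes centred. RAPGEF6 and ZBTB21 were called by no probe.

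For genes higher with miR-874-3p, the paper shows about 140 in Figure 4D, read by eye, and 321 were called. The floor at the dimmest detected signal (152) and the methods' t-test (106) lay within 1.5 times, and the other alternatives fixed before the data were examined did not.

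For genes lower by at least 1.75-fold with miR-629-3p, the paper shows about 1100 in Figure 5B, read by eye, and 531 were called. Only leaving out NC replicate 1 (755) came within 1.5 times, and with no filter on detection 3310 were called.

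For the first principal component, the paper shows about 59% in Figure 4A, read by eye, and 32.5% was found. Normexp (44.1%) and detection on all 8 arrays (42.6%) lay within 1.5 times, and the other alternatives fixed before the data were examined did not. The PCA of the genes called across the groups (46.3%), chosen after seeing the values, did as well.

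The NES of the EMT set with miR-629-3p is about 1.4 in Figure 4F, read by eye, and the hand-written EMT list gave -1.28. The 2 lists are not the same genes. The sign was positive with outlier spots kept (1.14), the authors' deposited values (1.14), every probe counted (1.26), only the 2 groups compared (1.14), and without either miR-874-3p array (1.21) or NC array (1.23 and 1.19), all within 1.5 times. Under the other settings that gave a value it was negative.

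The paper states that the gene sets for drug metabolism and EMT were enriched with miR-629-3p. With fgsea, neither hand-written list was called in the main setting (adjusted p = 0.18 and 0.117). Camera with no filter on detection called the drug metabolism list higher (adjusted p = 0.0365). The list was also called higher by fry (adjusted p = 0.0315), which does not set it against other genes and so does not test enrichment. The unadjusted fgsea p of the drug metabolism list was 0.0288 with normexp, 0.0338 with the floor, 0.0101 with no filter, 0.0152 with only the 2 groups compared and 0.0264 without either miR-874-3p array. In the direction opposite to the paper's (NES below 0), the unadjusted fgsea p of the EMT list was 0.0139 with eBayes with trend (NES -1.42), 0.0214 with medians of kept probes centred, 0.0419 without either miR-210-3p array and 0.0469 without miR-629-3p replicate 1. The paper lists all of its putative targets as lower with miR-629-3p, and 24 of the 27 that were tested were lower. AFF1 (0.30), GPATCH2L (0.13) and ZBTB21 (0.11) were not, by the probe used.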

Other observations

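The tests of the targets against the other miRNAs, of the genes well above background on all arrays, of the interferon list with miR-210-3p and miR-874-3p, and of the background level were chosen after the result was seen, as were the sign tests of the reported targets, and the use of probe sequences for the seed sites was decided once the data had been seen. The other tests were set before.

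The excess of called genes with miR-629-3p was weighed against several technical explanations. The slide row alone would leave few genes between miR-629-3p and miR-210-3p, which share row 1. There 1193 genes were called, compared with 429 between miR-874-3p and NC in row 2, which argues against the row as the whole cause. A part played by the row is left open, because miR-629-3p lies in row 1 and NC in row 2. The arrays of row 1 set against those of row 2 gave 555 called genes, in which row and miRNA cannot be separated. The spike-in controls differed between miR-629-3p and NC by a mean log2 of 0.0031, within the 0.04 and 0.06 between replicates. Single controls went both ways, from -0.047 to 0.11. Their signal was taken relative to each array's own signal level, so an efficiency difference shared by a whole array cancels. The spike-in controls therefore cannot decide whether labelling or scanning efficiency contributed to the calls between these groups. With miR-874-3p they differed from NC by -0.25, beyond the 0.18 and 0.06 between replicates, so such an effect on the smaller number of calls with miR-874-3p is left open. Dim probes could account for part of the excess, since 47.3% of the called genes were well above background on all 8 arrays. They do not account for the genes measured everywhere, of which miR-629-3p called 530, miR-210-3p 247 and miR-874-3p 78. An interferon response to the transfected RNA may contribute and is left open. The interferon list (49 genes) had a median of 0.019, 26 genes above 0 and 4 called higher with miR-629-3p, and camera gave an adjusted p of 0.992. Members that go both ways decide nothing, and with no filter on detection the list was called higher (adjusted p = 0.0348, from 0.799 to 0.981 in the other settings with all arrays in which it turned to higher). The suppliers of the NC and the mimics differ in the paper, which these arrays do not test.

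The interferon list was lower with miR-210-3p than with NC, with a median of -0.40, 1 of 49 genes above 0 and 12 called lower (camera adjusted p = 1.33e-18, fry 0.00409, and 0.013 unadjusted in camera with the estimated correlation of 0.12). With miR-874-3p the median was -0.31 and 2 of 49 genes were above 0, with 0 called lower at 2-fold (camera adjusted p = 4.39e-10, fry 0.0146, and 0.0374 unadjusted with the estimated correlation). With the estimated correlation, the interferon list passed adjustment over the 15 tests with neither miRNA. If the NC arrays differed from all 3 miRNA groups, the list would also be lower with miR-629-3p, where its median was 0.019. As its members went both ways there, a raised interferon response with NC and an effect of the other two miRNAs cannot be told apart. A response raised with both NC and miR-629-3p was not tested. The drug metabolism list was lower with miR-210-3p as well (median -0.17, 8 of 31 genes above 0, camera adjusted p = 7.28e-05, fry 0.00748). In camera with the estimated correlation of 0.05, its unadjusted p was 0.0343, which did not pass adjustment over the 15 tests.

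The labels were checked on reported targets of the other two miRNAs. With miR-210-3p, 19 reported targets had a median of -0.18, compared with 0.02 with miR-629-3p and 0.04 with miR-874-3p. With miR-874-3p, 7 reported targets had a median of -0.41 and 6 were lower, compared with -0.05 and -0.04 with the other two miRNAs. The medians lie on the side the labels predict, but only 11 of the 19 miR-210-3p targets were lower (exact two-sided sign test, p = 0.648). The miR-874-3p list is short (exact two-sided sign test, p = 0.125), and genes of a list are not independent replicates. Some members of the lists go against a wrong label. After adjustment in limma, 5 of the miR-210-3p targets were lower with miR-210-3p (FGFRL1 -1.50, NDUFA4 -1.38, ISCU -1.17, GPD1L -0.98 and SDHD -0.66) and 1 was higher (PTPN1, 0.53). Of these 5, GPD1L alone was also lower with miR-629-3p (-0.35), where BNIP3 (-1.35) was the other target that passed adjustment, and 0 of the 19 passed with miR-874-3p. Of the miR-874-3p targets, ATG16L1 was lower with miR-874-3p (-0.67), while with miR-629-3p HDAC1 was lower (-0.64) and CDK9 higher (0.31). These genes were singled out after their values were seen, and as sets the lists leave a wrong label open.

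Genes with a seed site in a probe sequence were compared with other genes, against shuffled heptamers of the same bases. With miR-210-3p, 44 genes with the site (ACGCACA) were shifted by -0.13, rank 4 from the lowest of 140 heptamers (camera adjusted p = 0.0314 over 9 tests), and 3 of them were called lower, which is consistent with seed-matched repression. The same genes were shifted by 0.10 with miR-874-3p, rank 137. The unadjusted p of fry was 0.00237 for these genes with miR-210-3p, but also 0.0227 with miR-629-3p and 0.0263 with miR-874-3p, so fry does not single out the miRNA of this seed. With miR-629-3p, 191 genes with the site (GGGAGAA) were shifted by -0.031, rank 7 of 35 (adjusted p = 0.756, fry 0.136 unadjusted), and with miR-874-3p 131 genes (CAGGGCA) by -0.013, rank 79 of 201 (adjusted p = 0.447, fry 0.0214 unadjusted). Seed-matched repression by these miRNAs is left open, because probe sequences cover little of a transcript.

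The putative miR-629-3p targets called lower were set against the other two miRNAs in place of NC, to ask whether the NC arrays stand apart. Of 18 called genes, 14 were called again, which argues against the NC arrays as the cause for these 14. ZNF710 was not called against the other two miRNAs (log2 fold change 0.16), and its lower level may reflect the NC arrays. The 7 targets that are not well above background read lower by a median of -0.92 over 10 probes. Probes well above background on no array read lower by -0.75 with miR-629-3p, -0.55 with miR-210-3p and -0.15 with miR-874-3p, and 3901 (17.5%) of these 22301 probes passed the 1.75-fold threshold with miR-629-3p. A lower background on the miR-629-3p arrays could therefore give such values by itself.

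The effects of miR-629-3p and miR-210-3p against NC correlated across genes (r = 0.443, where genes are not independent replicates). Unchanged groups simulated against shared controls gave 0.447 to 0.545 over 100 simulations, so the shared NC arrays could give a correlation of this size by themselves. The other two pairs gave 0.381 and 0.377. More genes were called in the same direction with all 3 miRNAs than in the simulations, 39 higher (3 to 17 simulated) and 45 lower (2 to 12).

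Of the other genes the paper names, CD44 differed between miR-629-3p and NC by a log2 fold change of -0.24 (SE 0.10, adjusted p = 0.143, limma) and ACTB, the reference gene of the qRT-PCR, by -0.20 (SE 0.10, adjusted p = 0.227). RSU1 differed by -0.32 (adjusted p = 0.0908) and SFTPC by 0.20 (adjusted p = 0.461).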
